# Developmental transcriptome of resting cell formation in *Mycobacterium smegmatis*

**DOI:** 10.1186/s12864-016-3190-4

**Published:** 2016-10-26

**Authors:** Mu-Lu Wu, Martin Gengenbacher, Jade C. S. Chung, Swaine Lin Chen, Hans-Joachim Mollenkopf, Stefan H. E. Kaufmann, Thomas Dick

**Keywords:** SMRC, LARC, Actinobacteria, Sporulation, Evolution

## Abstract

**Background:**

Mycobacteria, along with exospore forming *Streptomyces*, belong to the phylum actinobacteria. Mycobacteria are generally believed to be non-differentiating. Recently however, we showed that the mycobacterial model organism *M. smegmatis* is capable of forming different types of morphologically distinct resting cells. When subjected to starvation conditions, cells of *M. smegmatis *exit from the canonical cell division cycle, segregate and compact their chromosomes, and become septated and multi-nucleoided. Under zero nutrient conditions the differentiation process terminates at this stage with the formation of Large Resting Cells (LARCs). In the presence of traces of carbon sources this multi-nucleoided cell stage completes cell division and separates into Small Resting Cells (SMRCs). Here, we carried out RNA-seq profiling of SMRC and LARC development to characterize the transcriptional program underlying these starvation-induced differentiation processes.

**Results:**

Changes among the top modulated genes demonstrated that SMRCs and LARCs undergo similar transcriptional changes. The formation of multi-nucleoided cells (i.e. LARCs and the LARC-like intermediates observed during SMRC formation) was accompanied by upregulation of septum formation functions FtsZ, FtsW, and PbpB, as well as the DNA translocase FtsK. The observed compaction of chromosomes was accompanied by an increase of the transcript level of the DNA binding protein Hlp, an orthologue of the *Streptomyces* spore-specific chromosome condensation protein HupS. Both SMRC and LARC development were accompanied by similar temporal expression patterns of candidate regulators, including the transcription factors WhiB2, WhiB3, and WhiB4, which are orthologues of the *Streptomyces* sporulation regulators WhiB, WhiD and WblA, respectively.

**Conclusions:**

Transcriptional analyses of the development of mycobacterial resting cell types suggest that these bacteria harbor a novel differentiation program and identify a series of potential regulators. This provides the basis for the genetic dissection of this actinobacterial differentiation process.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3190-4) contains supplementary material, which is available to authorized users.

## Background

Mycobacteria distribute broadly across environments, including fresh water, municipal water systems and soil [1], where they encounter nutrient limitation frequently. This group of actinobacteria is known for its extraordinary capacity to survive for years under starvation conditions [2]. A laboratory starvation culture model based on saline with zero nutrients was established by Loebel and his colleagues in the 1930s [3, 4]. Upon starvation in this model, the bacilli terminate growth and enter a non-replicating state without any apparent morphological changes, but with reduced metabolism. Furthermore, the non-replicating bacteria display dramatic phenotypic drug resistance [5–7]. Recently we showed for *Mycobacterium smegmatis* that starvation in saline containing traces of a carbon source, as opposed to shock starvation in zero nutrient saline, triggers the development of mono-nucleoided Small Resting Cells, SMRCs. Formation of SMRCs occurred via a septated multi-nucleoided intermediate. Shock starvation in nutrient-free saline resulted as expected in apparently unaltered log-phase-sized resting cells we termed Large Resting Cells, LARCs. Surprisingly, fluorescence microscopic analyses revealed that LARCs remodeled their interior to form septated multi-nucleoided cells similar to the cell intermediate observed during SMRC development. In contrast to growing bacilli, both SMRCs and LARCs had condensed nucleoids, reduced metabolism and increased stress and antibiotic tolerance. In the first weeks of starvation, SMRCs and LARCs showed similar survival. SMRCs however, displayed an increased long-term survival when starvation was extended to 6 months, which correlated with their ability to retain intracellular lipid bodies as energy storage. Based on the morphological similarity between LARCs and the septated multi-nucleoided, LARC-like cell intermediates observed during SMRC development, we hypothesized that mycobacteria (i) undergo a previously unknown differentiation into SMRCs and LARCs; (ii) SMRCs develop through a LARC-like stage; and (iii) formation of SMRCs and LARCs should demonstrate distinct transcriptional profiles compared with non-starved mycobacteria [8]. Here, we used RNA-seq to profile the transcriptomes of *M. smegmatis* during SMRC and LARC development.

## Results

### Experimental setup for RNA-seq analyses

Exponentially growing *M. smegmatis* in rich 7H9 broth (0 h sample, baseline) was transferred to either phosphate buffered saline (PBS) only, or PBS containing traces of Tween80, an oleic acid ester that is used by mycobacteria as carbon source [9]. RNA samples were collected for transcriptional profiling at the following time points to capture the transcriptomes of the critical developmental stages as illustrated in Fig. 1 [8]: after 1 h and 3 h of starvation to capture immediate responses to nutrient limitation; and after 24 h when LARC formation in PBS cultures and SMRC formation in PBS-Tween80 cultures are largely completed. 

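The SMRC series is starved in PBS with Tween80 and the LARC series in PBS with Tyloxapol, at 0.025% each. Log phase (0 h), 1 h, 3 h, 24 h and 14 d have 3 libraries each in both series, 30 in all. The sample labels call them biological replicates, and the paper does not say whether times of a series share source cultures. The edgeR p-values below weigh a gene's change against the spread between replicate libraries, pooled over all groups unless a smaller fit is named. The camera p-values for gene lists also rest on a correlation between genes, preset unless said to be estimated. One transcript, the transfer-messenger RNA (MSMEG_2093, which frees stalled ribosomes), took a large share of the gene counts. Its share was 10.7% ± 1.04 (mean ± SD, n = 3) in SMRC and 10.52% ± 0.669 in LARC log phase. At 24 h it was 27.3% ± 0.592 and 39.9% ± 1.19, and at 14 d 25.5% ± 0.782 and 46.1% ± 3.98.

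At 0 h, libraries held 3361916 to 3734312 gene counts (median 3456614) in the SMRC series and 2662372 to 3257800 (median 3104008) in the LARC series. At 1 h the ranges were 2502339 to 3075471 (SMRC) and 2317601 to 3121511 (LARC), and at 3 h 2203608 to 2988490 and 2480162 to 2962287. At 24 h they were 2565200 to 3384286 and 1575349 to 2140181, and at 14 d 1921488 to 2573292 and 1186301 to 2121234. Reads in no gene made up 48.7% of aligned reads at 0 h in SMRC and 64.7% at 14 d (medians). In LARC the medians were 48.9% at 0 h, 71.2% at 24 h and 68.8% at 14 d.

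The 10 most abundant genes took 15.4% of the gene counts at 0 h in SMRC and 33.3% at 14 d (medians). In LARC they took 16.7% and 52.9%. With library size alone as the scaling, in place of the trimmed mean of M-values (TMM), the all-gene median change from log phase was -1.01, -0.61, -0.55 and -0.57 (SMRC, 1 h to 14 d) and -0.84, -0.87, -1.03 and -0.85 (LARC).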

Fourteen-day-old starved cultures were sampled to determine long-term gene expression profiles. Genes were considered statistically significant differentially expressed when their transcript level was at least 2-fold up- or down-regulated compared to the 0 h baseline (*P*-value < 0.001). A list of all significantly differentially expressed genes for each time point under PBS- or PBS-Tween80-starvation conditions can be found in Additional file 1: Table S1.

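MSMEG_1082, a response regulator that turns a sensed signal into gene expression, rose in the first hour in both series. Its log2 change at 1 h was 9.34 (SE 0.47) in SMRC and 8.65 (SE 0.46) in LARC. The thiosulfate sulfurtransferase MSMEG_5789, a sulfur-transfer enzyme, fell and reached -7.03 (SE 0.43) in SMRC at 24 h. Glycerol kinase MSMEG_6759, which brings glycerol into central metabolism, fell by 8.04 (SE 0.48) on the log2 scale in SMRC by 14 d. The LARC value of this kinase at 14 d was -6.49.

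A gene is called where edgeR gives at least a 2-fold change, P < 0.001 and FDR < 0.005, the thresholds the authors used. Against SMRC log phase, 1265 genes were higher and 1220 lower at 1 h, 1107 and 1060 at 3 h, 1444 and 1411 at 24 h, and 1350 and 1256 at 14 d. Against LARC log phase the numbers were 1074 and 1104, 1241 and 1186, 1059 and 1141, and 1402 and 1327. These totals are 33.2% (SMRC 3 h) to 43.8% (SMRC 24 h) of the 6525 genes tested.

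Higher genes were 48.1% (LARC 24 h) to 51.8% (SMRC 14 d) of the called genes. With library size alone as the scaling, higher genes were 14.6%, 19.4%, 27.8% and 27.8% of the calls in SMRC and 16.6%, 16.7%, 11.2% and 19.6% in LARC, from 1 h to 14 d. Upper-quartile scaling gave 62.0% for LARC 14 d.

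**Figure D1:**
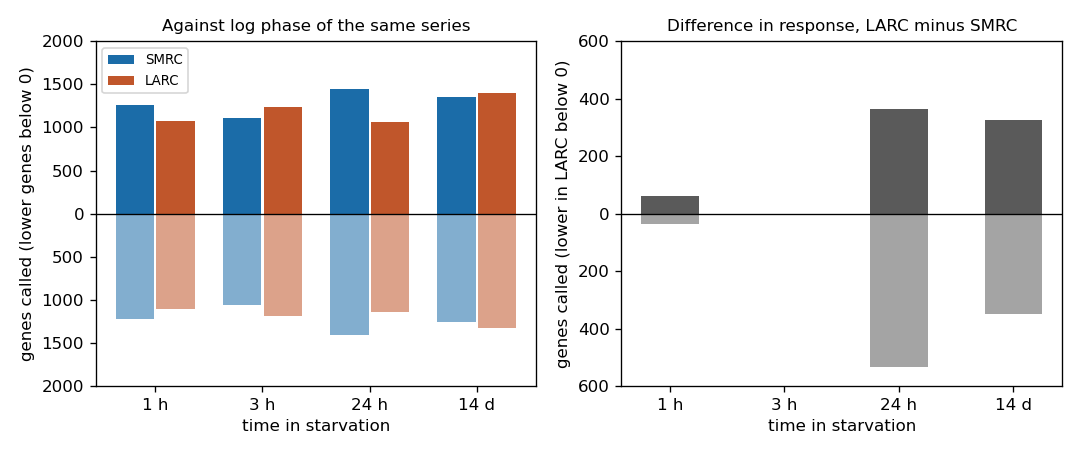
Genes called by edgeR. Left: genes higher (up) and lower (down) than in the log phase of the same series at each time. Right: genes whose response differs between the series, LARC minus SMRC.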

**Fig. 1:**
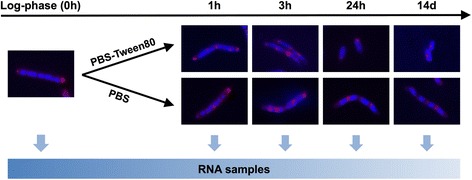
Illustration of samples collected for RNA-sequencing. Development of small and large resting cells in PBS-Tween80 and PBS was demonstrated using DAPI (*blue*, to visualize DNA) and FM4-64 (*red*, to visualize membranes) stained culture samples. As reported previously [8], 1 h and 3 h starved cultures under both shock and gentle starvation conditions formed intracellular septa; at 24 h after starvation, the formation of SMRCs and LARCs was largely completed. Samples for RNA-sequencing were collected accordingly at these critical cellular differentiation time points to determine the corresponding developmental transcriptome profiles. Log-phase samples were collected as baseline control and 14-day-old starved cultures were sampled to reflect long-term transcriptional changes. Note: although it has been suggested before that membrane and septal peptidoglycan co-localized at septal positions in dividing mycobacterial cells [41], the formation of peptidoglycan at septal positions in the starved cells remains to be determined

### Global transcriptional responses to shock and gentle starvation

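Genes for the NADH dehydrogenase I subunit NuoF (feeds electrons into respiration), ATP synthase subunit AtpA and elongation factor Tu (delivers tRNA to ribosomes) were all called at some time in both series. NuoF rose to a log2 change of 7.97 (SE 0.54) in LARC and 6.92 (SE 0.52) in SMRC at 24 h.

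Of 6525 tested genes, edgeR called 4682 (71.8%) at 1 or more of the 4 times in SMRC and 4361 (66.8%) in LARC. In either series it called 5372 (82.3%), in both series 3671 (56.3%) and in neither 1153. Higher at some time were 2682 genes in SMRC and 2493 in LARC, and lower at some time 2349 and 2153. Direction changed over time for 349 SMRC genes and 285 LARC genes. All 8 comparisons were higher for 85 genes and lower for 231.

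Called higher at 1 h alone were 444 genes in SMRC and 229 in LARC, and at 14 d alone 316 and 514. Called lower at 14 d alone were 299 and 406.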

Overall, a relatively large fraction (~1/3) of genes showed significant changes in abundance in at least one time point during the 2-week study period (see Additional files 2: Tables S2 and Additional files 3: Table S3, Additional files 4: Figure S1 and Additional files 5: Figure S2). To examine relationships between overall transcriptional patterns among the individual time points, we used multidimensional scaling (MDS) on the 500 genes with the highest variation in expression (at any time point or growth condition in our dataset). The scree plot of variance (Fig. 2a) demonstrates that the first two dimensions of the MDS capture 77 % of the total variance in expression among these 500 genes; we therefore focused the rest of our analysis on these first two dimensions, which can be conveniently displayed in a scatter plot (Fig. 2b). 

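The 500 genes that vary most set each starved group apart from log phase. The mean distance (root mean square of the log2 differences) from log phase to 1 h was 3.46 in SMRC and 3.12 in LARC. SMRC 1 h and SMRC 3 h lay 2.08 ± 0.131 (SD over pairs of libraries) apart, and the LARC groups of those times 1.75 ± 0.118. Replicates within a starved group lay from 0.519 (SMRC 14 d) to 1.38 (LARC 14 d) apart.

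Dimension 1 held 41.9% of the variance and dimension 2 held 28.4%, in sum 70.2%. Dimension 3 added 11.3%. The first 5 dimensions held 91.0% and the first 8 held 95.8%.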

All the log-phase samples were “close” to each other in this scatter plot, indicating that they were generally similar in their expression of these 500 genes. 

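Lists of stress genes stood higher in LARC than in SMRC log phase, although edgeR's quasi-likelihood test called no single gene between these groups. The DosR-linked regions (31 genes of hypoxic dormancy and stress) had a median log2 difference of 2.53, higher in LARC log phase, with members from 0.70 to 4.59. Universal stress proteins (14 genes for small proteins made under stress) had a median of 0.91 in the same direction. These lists are not separate evidence, since MSMEG_3939, a universal stress protein, lies in a DosR-linked region.

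Camera gave the DosR-linked regions an adjusted p = 7.13e-88 with its preset correlation of 0.01 (adjusted p = 0.0124 with an estimated correlation). Universal stress proteins had a camera adjusted p = 3.83e-13 (adjusted p = 0.0153 with an estimated correlation). Adjusted over the list alone, edgeR called 16 DosR-linked genes and 5 universal stress genes higher. Over all genes the quasi-likelihood test had 183 at unadjusted p < 0.05 and 19 at FDR < 0.05. The likelihood ratio test of edgeR and DESeq2 called 19 each.

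SMRC and LARC log-phase libraries lay 1.08 ± 0.245 apart over the 500 genes. Replicates lay 0.833 apart within SMRC log phase and 1.09 within LARC log phase, so the series were no further apart than LARC replicates. Other splits of these libraries called up to 23 genes. LARC replicate 3 stood apart from replicates 1 and 2 (chi-square of the counts per gene 95.9 and 99.3, against 25.9 between those 2). The lists were not tested with a library left out.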

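Genes for a glycerol kinase and an alcohol dehydrogenase had some of the largest response differences at 1 h. Glycerol kinase MSMEG_6759 fell from 1767 to 82.0 CPM (counts scaled to 1e6 per library with TMM, mean, n = 3) in SMRC and read 1157 and 1727 in LARC. Its response, the change in LARC minus the change in SMRC, differed by 5.00 (SE 0.51, edgeR adjusted p = 6.49e-07). For the alcohol dehydrogenase MSMEG_6242, which oxidises alcohols, this difference was 5.42 (SE 0.82, edgeR adjusted p = 9.79e-05).

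Response differences were called for 99 genes at 1 h (62 higher and 37 lower in LARC), for 54 to 153 with 1 library left out, and for 39 in fits of the groups compared alone. At 3 h edgeR's quasi-likelihood test called 0, with 630 genes at unadjusted p < 0.05, 8 called by its likelihood ratio test and 6 by DESeq2. Directly compared, LARC 1 h and SMRC 1 h differed in 419 genes (195 higher in LARC) and LARC 3 h and SMRC 3 h in 42 (29 higher).

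Higher genes at 1 h were 46.5% of the direct calls (61.5% with library size alone) and at 3 h 69.0% (35.1%). Of the response differences at 1 h they were 62.6% (81.6% with library size alone, 47.9% with DESeq2). Without SMRC 3 h replicate 3 the direct count at 3 h was 2, and without SMRC 1 h replicate 2 the count at 1 h was 191. At 1 h the series lay 1.36 ± 0.114 apart over the 500 genes, and at 3 h 1.202 ± 0.249.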

The 1 h and 3 h starved cultures (regardless of carbon source availability), in which the bacilli under both starvation conditions terminate growth and start septum formation, chromosome segregation and condensation to form septated multi-nucleoided cells (Fig. 1), are transcriptionally similar. 24 h starved cultures, when bacilli under both starvation conditions have mostly completed their microscopically observable differentiation into LARCs and SMRCs, show distinct transcriptional profiles. 

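Nitrogen assimilation genes, which take up and fix ammonium, nitrite and glutamine, separated the series at 24 h. Nitrite reductase (nirB) rose in SMRC to a log2 change of 8.75 (SE 0.69, edgeR adjusted p = 3.12e-11). Glutamate synthase (gltD), which builds glutamate, fell in LARC by 4.86 on the log2 scale (SE 0.54, edgeR adjusted p = 2.85e-08). The amino acid permease MSMEG_2525, an importer, rose in SMRC by 8.05 (SE 0.52). Its response in LARC differed by -7.78 (SE 0.64, edgeR adjusted p = 1.15e-09).

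Of 21 nitrogen assimilation genes, 1 was higher and 15 were lower in response in LARC, with a median difference of -2.99. Camera gave this list an adjusted p = 1.93e-11 (adjusted p = 0.133 with an estimated correlation). Of 18 amino acid permeases, 7 responded lower in LARC (8 adjusted over the list alone), with a camera adjusted p = 0.00433 (adjusted p = 0.21 with an estimated correlation).

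Direct comparison called 1572 genes at 24 h, 706 of them higher in LARC, and 1297 at 14 d, 650 of them higher. Without the 5 libraries with over 5% unaligned reads it called 1312 and 646. Higher genes were 44.9% at 24 h (18.1% with library size alone) and 50.1% at 14 d (23.9% with library size alone, 60.2% with upper-quartile scaling). The series lay 2.94 ± 0.0746 apart over the 500 genes at 24 h.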

Consistent with the cell biological observations suggesting that differentiation is largely completed within 24 h after the onset of starvation, expression profiles between cells starved for 24 h and 14 d are reasonably similar in this visualization. 

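The 14 genes of NADH dehydrogenase I, which passes electrons from NADH into respiration, were all higher than log phase at 24 h in both series, and 12 of them at 14 d in each. Of 9 genes of carbon monoxide dehydrogenase, which draws electrons from carbon monoxide, 4 were higher at 24 h and 5 at 14 d in SMRC, and 5 and 7 in LARC. The subunit MSMEG_0747 rose to 6.12 (SE 0.70, edgeR adjusted p = 2.17e-08) in LARC at 14 d. At 14 d camera gave NADH dehydrogenase I an adjusted p = 0.000512 in SMRC (adjusted p = 0.422 with an estimated correlation) and 2.65e-05 in LARC (adjusted p = 0.364 with an estimated correlation). Carbon monoxide dehydrogenase was called by camera in LARC at 14 d alone (camera adjusted p = 0.00893, adjusted p = 0.324 with an estimated correlation).

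Between 24 h and 14 d, 963 SMRC genes were higher at both times (298.8 if the calls were independent) and 893 lower (271.6). In LARC 786 were higher (227.5) and 830 lower (232.0). Opposite directions occurred in 16 SMRC and 19 LARC genes. The log2 changes correlated with r = 0.831 in SMRC and 0.777 in LARC.

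Both changes share the same 3 log-phase libraries. Simulated data without any change gave r = 0.50 (SMRC), a covariance of 0.0603 and no genes called the same way. With no gene changed, that lack of calls was to be foreseen and cannot weigh the overlap. Part of the overlap beyond independent calls can come from the shared libraries. The covariance in the data was 2.51 in SMRC and 2.07 in LARC, 2.45 and 2.01 above the simulated one.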

There is a small shift in the transcriptional profiles from 24 h to 14 d for SMRCs, which may indicate additional developmental changes after formation of the mono-nucleoided cells which are not microscopically observable. In contrast, the 24 h and 14 d LARC samples are closely clustered; further examination of similar plots out to MDS dimension 5 (accounting for a total of >95 % of total variance) shows that these samples remained clustered as closely as the biological replicates of the 0 h samples (data not shown).

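Ribosomal protein genes and the hydrogenase 2 region, whose enzyme scavenges hydrogen, were higher at 14 d than at 24 h in SMRC. Of 53 ribosomal protein genes 46 were higher, with a median log2 change of 2.33 and a range of 0.69 to 5.50. Of 23 genes in the hydrogenase 2 region 19 were higher, with a median of 3.27. NADH dehydrogenase I moved the other way, with 9 of 14 genes lower and a median of -2.08.

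Camera gave the ribosomal proteins an adjusted p = 1.22e-25 (adjusted p = 0.433 with an estimated correlation) and the hydrogenase 2 region 4.16e-23 (adjusted p = 0.0993 with an estimated correlation). For NADH dehydrogenase I the camera adjusted p was 6.36e-05 (adjusted p = 0.557 with an estimated correlation). Over all genes, edgeR called 1157 genes, of which 595 were higher at 14 d. Without the 5 libraries with over 5% unaligned reads it called 674.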

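Adjacent regulator genes MSMEG_2193 and MSMEG_2195 (TetR-type repressors) and MSMEG_2194 (MerR-type) rose steeply between 24 h and 14 d in LARC. MSMEG_2194 went from 16.2 CPM at 0 h to 344 at 24 h and 19340 ± 4020 (mean ± SD, n = 3) at 14 d. MSMEG_2193 went from 14.7 to 114 and 8493 ± 1960, and MSMEG_2195 from 35.0 to 63.6 and 1506 ± 275. They lie together at 2271642 to 2273773 on the *M. smegmatis* mc²155 reference chromosome.

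Between LARC 24 h and LARC 14 d edgeR called 972 genes, 503 higher and 469 lower at 14 d. The balance of this split is not settled. The fit of the 15 LARC libraries gave 285 higher and 462 lower, and upper-quartile scaling 635 and 408. Without the 5 libraries with over 5% unaligned reads it was 290 and 350. With any 1 of the compared libraries left out more genes were lower than higher. Of 113 TetR family genes 14 were higher and none lower, with a camera adjusted p = 0.00601 (adjusted p = 0.405 with an estimated correlation). Of the ribosomal proteins 13 were higher, with a median of 0.80 and a camera adjusted p = 0.00761 (adjusted p = 0.902 with an estimated correlation).

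In dimensions 1 and 2 the LARC 24 h and 14 d libraries lay 0.599 apart on average, and the SMRC libraries of these times 1.19. LARC log-phase replicates lay 0.324 apart and SMRC log-phase replicates 0.246. Over dimensions 1 to 5 these distances were 1.78 (1.61 to 2.07), 1.45 (1.33 to 1.60), 0.687 (0.364 to 0.930) and 0.455 (0.180 to 0.642).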

**Fig. 2:**
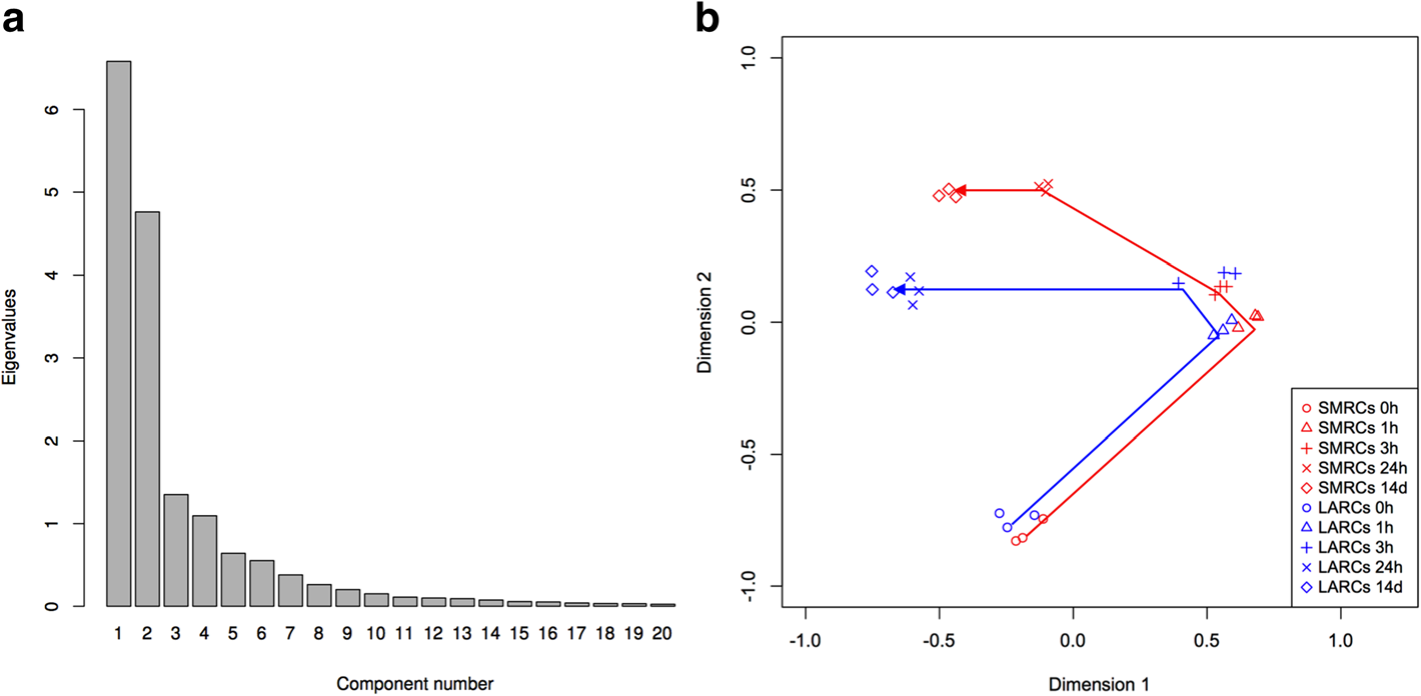
Overview of transcriptional changes. **a** Scree plot of eigenvalues for the dimensions extracted from a multidimensional scaling (MDS) analysis of the 500 genes with the highest variations in expression during LARC and SMRC development. Dimension 1 accounted for 45 % of the total variance, while dimension 2 accounted for 32 % of the total variance. **b** Projection of samples onto the first two MDS dimensions. Each sample, representing a single biological replicate of a single culture under one growth condition and one time point, is represented by a single symbol. Samples grown with trace carbon (leading to SMRCs) are colored red, while those with no carbon source (leading to LARCs) are depicted in blue. Different symbols indicate different time points as indicated in the legend at the bottom right. Points with same color and symbol represent the three biological replicates for the RNA-seq analyses. Arrows indicate the development of SMRCs and LARCs over time (0, 1, 3, 24 h and 14 d)

Taken together, the overall transcriptional profiles therefore suggest a similar genetic program in the early phase of LARC and SMRC formation, consistent with a common response to starvation and the formation of septated multi-nucleoided cells under both starvation conditions. 

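The ammonium transporter MSMEG_6259, which imports ammonium, rose at 1 h by 6.65 (SE 0.43) in SMRC and 5.78 (SE 0.42) in LARC. The amino acid permease MSMEG_2184 rose by 9.20 and 7.19. Acyl carrier protein (acpP), which carries growing fatty acids, fell by 5.72 on the log2 scale in LARC at 1 h.

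Of 21 nitrogen assimilation genes 13 were higher and none lower at 1 h in SMRC, and 11 higher and 4 lower in LARC. Camera gave these lists adjusted p = 2.43e-06 (adjusted p = 0.249 with an estimated correlation) and 0.00211 (adjusted p = 0.362 in the same way). Their response difference at 1 h had a median of -1.08 and 1 called gene, lower in LARC (camera adjusted p = 1.08e-05, adjusted p = 0.337 with an estimated correlation). Of 18 amino acid permeases 8 were higher and 1 lower at 1 h in SMRC (5 and 6 with library size alone), with a camera adjusted p = 0.026 (adjusted p = 0.265 with an estimated correlation). In LARC 5 were higher and 2 lower (camera adjusted p = 0.115, uncalled).

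Across all tested genes the changes of the series correlated with r = 0.854 at 1 h and 0.914 at 3 h. The slope of LARC on SMRC changes was 0.778 at 1 h and 0.981 at 3 h. At 24 h the correlation was 0.657 and at 14 d 0.723.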

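The response regulator MSMEG_1082, which passes on a sensed signal, read 1447 CPM in SMRC and 2.90 in LARC at 24 h, a response difference of -9.26. At 14 d this difference was -8.43. MSMEG_2524, part of an ABC efflux transporter, differed by -7.89 at 14 d. Beta-ketoadipate enol-lactone hydrolase (pcaD), an enzyme of aromatic compound breakdown, differed by 5.70 at 24 h (SE 1.26, with 4 counts in its lowest group).

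Response differences were called for 897 genes at 24 h (364 higher and 533 lower in LARC) and 674 at 14 d (325 higher and 349 lower). The 14 d count was 273 without the 5 libraries with over 5% unaligned reads and 285 in fits of the groups compared alone. Higher genes were 40.6% at 24 h (18.1% with library size alone). At 14 d they were 48.2% (26.5% with library size alone, 62.9% with upper-quartile scaling).

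Genes called at 24 h in SMRC alone numbered 1380, and edgeR called a response difference for 458 of these. In LARC alone they numbered 725, with 234 called. Among simulated genes at 20 CPM or more in log phase, changes in response of 3-fold were called in 38% at 24 h and of 8-fold in 94%. Smaller differences thus often go uncalled, and genes below that level were not simulated as changed.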

After 24 h, when the microscopically observable differentiation into LARC and SMRC is largely completed, the respective transcriptional patterns are distinct and do not change in an appreciable way over the next 2 weeks.

### Comparative transcriptional responses of selected genes

Figure 3 depicts changes of transcript levels for several individual genes over time to illustrate the largely similar kinetics in shock and gently starved cultures, allowing us to generate hypotheses regarding the regulatory program within these cells. 

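The genes drawn in Fig. 3 cover translation, replication, division, energy metabolism and regulation. The study chose them on these same samples, so their counts, also when adjusted over the list alone, are no independent evidence. Of 31 genes, edgeR called 11 higher and 9 lower at 1 h in SMRC, and 12 and 10 at 3 h. At 24 h and at 14 d it called 11 and 12. In LARC the numbers were 12 and 11, 11 and 11, 10 and 10, and 11 and 13.

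With library size alone the counts at 1 h were 6 higher and 11 lower in SMRC and 7 and 11 in LARC, and 8 and 10 in SMRC at 3 h. Upper-quartile scaling gave 11 and 10 at 14 d in SMRC and 12 and 11 in LARC. Adjusted over all genes, edgeR called response differences for none of the 31 genes at 1 h or 3 h, for 6 at 24 h (3 higher in LARC) and for 9 at 14 d (3 higher). Adjusted over the 31 genes alone, 1 was called higher at 3 h, and 4 higher at 14 d. The gene with the largest difference at 24 h was the sigma factor MSMEG_6817, and at 14 d whiB3, a redox-sensing regulator.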

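Ribosomal protein and RNA polymerase genes fell within 1 h in both series. Elongation factor Tu (tuf), which brings tRNA to the ribosome, fell from 1436 ± 751 to 91.3 ± 16.7 CPM in SMRC and from 1631 ± 1180 to 72.1 ± 6.07 in LARC. Ribosomal protein L16 (rplP) fell by 5.03 on the log2 scale (SE 0.69) in SMRC and 5.25 (SE 0.69) in LARC. RNA polymerase alpha (rpoA), which anchors the polymerase, fell by 4.57 (SE 0.47) and 5.07 (SE 0.48). Gyrase subunit A (gyrA), which relaxes DNA strain, fell by 2.23 (SE 0.34) and 1.84 (SE 0.33).

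DnaA, which opens the replication origin, fell at 1 h by 2.07 (SE 0.30, edgeR adjusted p = 1.22e-06) in SMRC and 1.62 (SE 0.29, edgeR adjusted p = 3.49e-05) in LARC. Fitted with the groups compared alone, the LARC call of dnaA was lost (edgeR adjusted p = 0.00954). The sliding clamp dnaN fell by 2.30 (SE 0.24) and 2.06 (SE 0.23). Of 53 ribosomal protein genes, 52 were lower at 1 h in SMRC (median -3.77) and 53 in LARC (median -3.95). Camera gave adjusted p = 2.62e-20 (adjusted p = 0.347 with an estimated correlation) and 1.37e-23 (adjusted p = 0.32 in the same way).

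At 14 d, 37 ribosomal protein genes were lower in LARC (median -2.37, camera adjusted p = 8.25e-07, adjusted p = 0.591 with an estimated correlation). In SMRC 5 were higher and 4 lower at 14 d, and 12 lower and none higher with library size alone. Their response difference at 14 d had a median of -2.28, with 18 called lower (28 adjusted over the list alone, camera adjusted p = 1.05e-14, adjusted p = 0.547 with an estimated correlation).

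**Figure D2:**
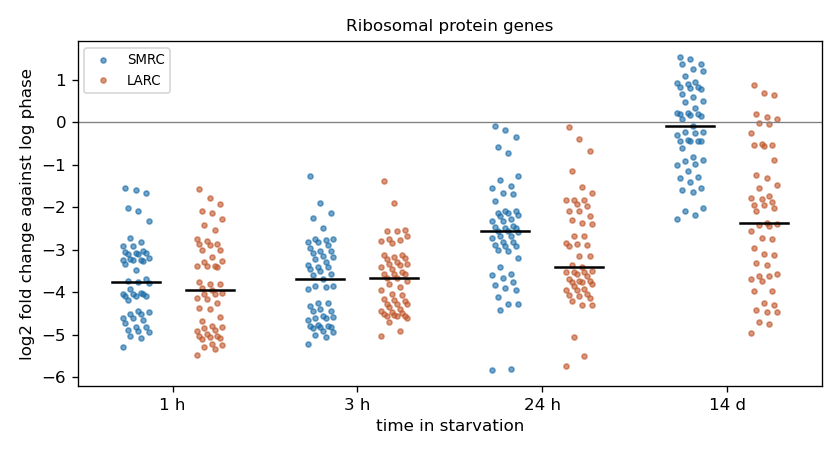
Log2 change from log phase of each ribosomal protein gene at 4 times of starvation in SMRC (blue) and LARC (orange). Bars give the median.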

Translation (elongation factor Tu, ribosomal protein L16) and transcription (RNA polymerase subunit alpha, DNA gyrase) functions, as well as DNA replication functions (replication initiation protein DnaA, DNA polymerase subunit beta DnaN) were immediately downregulated, consistent with the observed starvation-induced termination of growth.

**Fig. 3:**
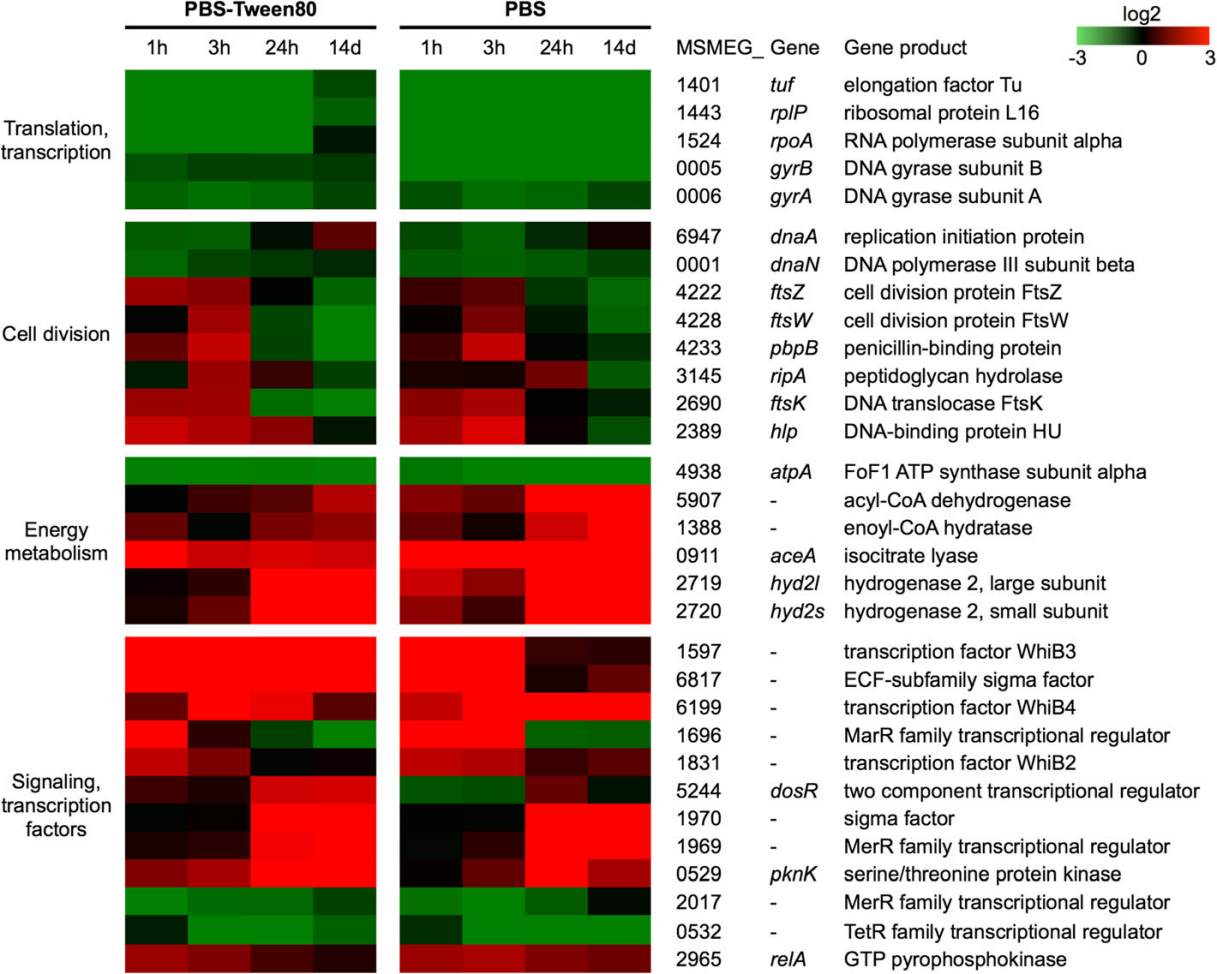
Transcript changes over time of representative genes in PBS-Tween80- and PBS-starved *M. smegmatis* cultures. A heat map denoting upregulated genes in red and downregulated genes in green is shown. Quantifications for the genes shown (and transcript changes of all statistically significant differentially expressed genes) are in Additional file 1: Table S1

Intriguingly, an upregulation of *ftsZ*, *ftsW* and *pbpB* was observed during the first 3 h in the starved non-growing cultures compared to exponentially growing cells. 

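Genes that build the septum rose in the first 3 h, ftsZ in SMRC, and ftsW and pbpB in both series. The cell division GTPase ftsZ, which forms the ring at mid-cell, rose in SMRC at 1 h (log2 1.87, SE 0.28, edgeR adjusted p = 2.70e-06) and 3 h (1.62). In LARC its values were 0.73 at 1 h and 1.02 at 3 h, both uncalled. The gene ftsW, for a protein of septal wall synthesis, rose at 3 h by 1.94 (SE 0.24) in SMRC and 1.38 (SE 0.24) in LARC, and read 0.01 and 0.14 at 1 h. The penicillin-binding protein pbpB, which cross-links the septal wall, rose at 3 h to 1087 ± 51.0 CPM in SMRC and 1052 ± 81.7 in LARC.

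Response differences at 1 h and 3 h were uncalled for ftsZ (-1.15 and -0.60, edgeR adjusted p = 0.0821 and 0.648). At 14 d pbpB fell by 3.89 (SE 0.21) in SMRC and read -0.96 in LARC, a response difference of 2.93 (SE 0.28, edgeR adjusted p = 1.10e-08). The mraZ gene, a regulator at the head of the division cluster, rose at 3 h by 2.46 (SE 0.23) in SMRC and 2.74 (SE 0.24) in LARC.

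Of 12 cell division genes, 4 were higher and 3 lower at 1 h in SMRC (none and 4 with library size alone), and 5 and none at 3 h (3 and 5 with library size alone). At 14 d 7 were lower in SMRC (camera adjusted p = 7.43e-05, adjusted p = 0.236 with an estimated correlation). Of 9 peptidoglycan precursor genes, 7 were lower at 14 d in SMRC (camera adjusted p = 0.000103, adjusted p = 0.265 with an estimated correlation) and 7 in LARC (camera adjusted p = 0.000971, adjusted p = 0.265 with an estimated correlation). Reductase murB, an early step of wall synthesis, fell by 3.33 (SE 0.28, edgeR adjusted p = 7.12e-11) in SMRC at 24 h.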

The corresponding proteins encoded by these three genes—Z ring protein FtsZ, cell division protein FtsW and penicillin-binding protein PpbB—have been shown to interact and form a ternary septation complex in mycobacteria which is involved in septum synthesis, especially in septal peptidoglycan biogenesis [10]. The upregulation of these septum formation functions is consistent with the observed onset of intracellular septum formation in LARC and SMRC cultures during the early hours upon starvation (Fig. 1). Concurrently the transcript level of FtsK, a DNA translocase involved in translocating any residual DNA [11], was also increased. Additionally, expression of RipA, a peptidoglycan hydrolase involved in the physical separation of daughter cells [12], was significantly upregulated during SMRC formation at 3 h.

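The DNA translocase gene ftsK rose in the first hour in both series. It went from 545 ± 19.9 CPM to 2000 ± 476 at 1 h in SMRC and from 588 ± 82.1 to 1862 ± 213 in LARC. The log2 changes were 1.88 (SE 0.24, edgeR adjusted p = 1.54e-07) and 1.66 (SE 0.23, edgeR adjusted p = 1.14e-06). At 3 h they were 1.90 and 1.98.

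Later ftsK fell in SMRC, to -2.52 at 24 h and -3.44 (SE 0.25) at 14 d. In LARC it read 0.00 at 24 h and -0.55 at 14 d, both uncalled. Its response differed between the series by 2.52 (SE 0.33, edgeR adjusted p = 1.89e-06) at 24 h and 2.89 (SE 0.33, edgeR adjusted p = 3.30e-07) at 14 d.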

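The peptidoglycan hydrolase gene ripA, whose enzyme separates daughter cells, rose in SMRC at 3 h. It went from 87.5 ± 32.1 CPM at 0 h to 314 ± 157 (log2 1.84, SE 0.46, edgeR adjusted p = 0.00124). LARC read 108 ± 27.1 CPM at 0 h and 128 ± 44.9 at 3 h (log2 0.25, uncalled). Without SMRC 3 h replicate 3 the SMRC value was 1.42 (edgeR adjusted p = 0.0158) and no longer called. The same held without SMRC 0 h replicate 3 (edgeR adjusted p = 0.0111).

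The response difference of ripA at 3 h was -1.59 (SE 0.64, edgeR adjusted p = 0.418), so the series are not told apart for this gene.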

Noteworthy is an increase in the transcript level of the histone-like DNA binding protein Hlp, associated with compaction of DNA [13, 14], mirroring the nucleoid condensation observed in LARCs and SMRCs shown in Fig. 1 [8]. 

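The histone-like gene hlp rose at 1 h and 3 h in both series. CPM went from 827 ± 75.8 to 4418 ± 683 at 1 h in SMRC and from 889 ± 145 to 3450 ± 268 in LARC. The log2 changes were 2.42 (SE 0.26, edgeR adjusted p = 1.53e-08) and 1.96 (SE 0.26, edgeR adjusted p = 5.05e-07). Lsr2 (MSMEG_6092), which bridges and silences DNA, rose at 1 h in SMRC by 2.05 (SE 0.23, edgeR adjusted p = 2.58e-08). In LARC it rose at 3 h by 1.49 (SE 0.23, edgeR adjusted p = 3.39e-06).

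At 24 h hlp was still higher in SMRC (1.62) and read 0.14 in LARC. It fell in LARC to -1.68 at 14 d, where SMRC read -0.42. The response of Lsr2 at 14 d was higher in LARC by 1.80 (SE 0.32, edgeR adjusted p = 0.000166).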

Interestingly, Hlp upregulation was also observed previously when *M. smegmatis* shifted down to a non-replicating state induced by oxygen deprivation in nutrient rich medium [15].

Genes involved in energy metabolism were largely downregulated as illustrated by the reduction in mRNA level of ATP synthase subunits, e.g. AtpA, consistent with the observed reduced ATP level and oxygen consumption rate observed in both types of starved cultures [8]. 

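ATP synthase genes fell from the first hour in both series, while NADH dehydrogenase I genes rose later. AtpA, the catalytic-head subunit alpha, fell from 844 ± 106 to 113 CPM at 1 h in SMRC and from 795 ± 212 to 120 in LARC. Its log2 change was -2.91 (SE 0.25, edgeR adjusted p = 3.81e-10) and -2.72 (SE 0.25, edgeR adjusted p = 1.45e-09). The ubiquinol-cytochrome c reductase gene MSMEG_4261, of the bcc-aa3 branch to oxygen, fell at 14 d by 2.30 (SE 0.19) in SMRC and 4.10 (SE 0.21) in LARC.

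All 8 ATP synthase genes were lower at 1 h, 3 h and 24 h in both series and at 14 d in SMRC, and 7 at 14 d in LARC. The medians ran from -2.67 (LARC 1 h) to -3.73 (LARC 14 d). Camera gave adjusted p = 1.2e-07 at 1 h in SMRC (adjusted p = 0.249 with an estimated correlation) and 4.11e-08 in LARC (adjusted p = 0.249 in the same way).

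NADH dehydrogenase I had a median of 4.78 at 24 h in SMRC (camera adjusted p = 4.11e-08, adjusted p = 0.265 with an estimated correlation) and 4.73 in LARC (camera adjusted p = 3.52e-11, adjusted p = 0.249 with an estimated correlation). At 3 h 6 of its 14 genes were higher in SMRC and 14 in LARC. No response difference of these genes was called at 3 h, and 2 were when adjusted over the list alone. The list had a median response difference of 2.23 at 3 h, higher in LARC (camera adjusted p = 7.58e-14, adjusted p = 0.21 with an estimated correlation). Of 6 bcc-aa3 genes, 4 responded lower in LARC at 14 d (median -1.55, camera adjusted p = 0.00282, adjusted p = 0.439 with an estimated correlation).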

Consistent with the observed higher utilization of fat storage bodies in LARCs when compared to SMRCs [8], upregulation of transcripts encoding β-oxidation enzymes (acyl-CoA dehydrogenase and enolyl-CoA hydratase) was more pronounced in LARCs. 

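The acyl-CoA dehydrogenase MSMEG_5907, the first step of fatty acid breakdown, rose in both series by 14 d. It went from 4.21 CPM at 0 h to 57.9 ± 7.87 at 24 h and 74.4 ± 45.8 at 14 d in LARC, and from 3.71 to 7.50 and 16.5 ± 1.11 in SMRC. The log2 change in LARC was 3.77 (SE 0.39, edgeR adjusted p = 9.23e-09) at 24 h, and in SMRC 2.14 (SE 0.40, edgeR adjusted p = 3.63e-05) at 14 d. Enoyl-CoA hydratase MSMEG_1388, the second step, rose in LARC by 2.39 (SE 0.38) at 24 h and 3.12 (SE 0.38) at 14 d.

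The response of MSMEG_5907 at 24 h was higher in LARC by 2.78 (SE 0.57, edgeR adjusted p = 0.000605). With every library thinned to the lowest gene total it was 2.15 (edgeR adjusted p = 0.0295) and uncalled. For MSMEG_1388 the difference was uncalled at 24 h (0.96, edgeR adjusted p = 0.18) and 14 d (1.44, edgeR adjusted p = 0.0447).

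Of 74 acyl-CoA dehydrogenase genes, 13 were higher and 12 lower at 24 h in SMRC and 14 and 11 in LARC. At 14 d 18 were higher and 8 lower in SMRC, and 26 and 9 in LARC. With library size alone these were 5 and 18, 8 and 23, 11 and 17, and 16 and 21. The response of 7 genes was higher and of 3 lower in LARC at 24 h (4 and 5 with library size alone). Of 39 enoyl-CoA hydratase genes, 9 were higher and 6 lower at 14 d in LARC (5 and 13 with library size alone).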

In line with the shift to catabolism of fatty acids, expression of isocitrate lyase AceA involved in the glyoxylate shunt [5] was increased under both starvation conditions. 

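The isocitrate lyase gene aceA, whose enzyme opens the glyoxylate shunt, rose at 1 h in both series. The log2 change was 5.07 (SE 0.79, edgeR adjusted p = 4.08e-06) in SMRC and 4.09 (SE 0.76, edgeR adjusted p = 4.88e-05) in LARC. In LARC aceA went from 121 ± 70.5 CPM at 0 h to 7080 ± 3220 at 3 h and 7421 ± 2030 at 24 h. In SMRC it went from 202 ± 181 to 6797 ± 4920 at 1 h and 1047 ± 629 at 3 h.

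After 1 h the SMRC changes were uncalled, at 2.37 (3 h), 2.54 (24 h) and 2.43 (14 d), with edgeR adjusted p from 0.00261 to 0.0053. Response differences of aceA were uncalled, at 3.50 (SE 0.97, edgeR adjusted p = 0.252) at 3 h and 3.41 (SE 0.97, edgeR adjusted p = 0.00956) at 24 h. A second isocitrate lyase gene, MSMEG_3706, rose at 24 h by 3.38 (SE 0.38, edgeR adjusted p = 1.57e-08) in SMRC and 2.48 (SE 0.38, edgeR adjusted p = 3.62e-06) in LARC.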

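The hydrogenase 2 large-subunit gene (hyd2l), which splits hydrogen at low concentrations, rose at 24 h from 3.22 to 68.9 ± 10.3 CPM in SMRC and from 2.87 to 98.0 ± 62.7 in LARC. At 14 d it read 768 ± 109 and 220 ± 118. The log2 changes at 14 d were 7.88 (SE 0.56, edgeR adjusted p = 3.39e-12) in SMRC and 6.26 (SE 0.54, edgeR adjusted p = 1.88e-10) in LARC. The small-subunit gene (hyd2s), which relays electrons, rose by 7.41 (SE 0.47) and 5.76 (SE 0.45).

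Of 23 genes in the surrounding region, 22 were higher at 24 h in SMRC (median 4.35) and 21 in LARC (median 6.37). Camera gave adjusted p = 5.5e-10 (adjusted p = 0.265 with an estimated correlation) and 9.68e-28 (adjusted p = 0.181 in the same way). The response difference of hyd2l was uncalled at 14 d (-1.62, edgeR adjusted p = 0.0937). Over the region 4 genes responded higher and 1 lower in LARC at 24 h (5 and 1 adjusted over the list alone), with a camera adjusted p = 0.0057 (adjusted p = 0.642 with an estimated correlation).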

Interestingly, the genes encoding the subunits of the hydrogenase Hyd2, were strongly induced in both starved cultures from 24 h onwards (Fig. 3). These gene products were recently shown to be upregulated in growing carbon-limited *M. smegmatis* cultures and to oxidize atmospheric H_2_, thus providing electrons to the electron transport chain for ATP generation [16].

Differentiation into LARCs and SMRCs presumably requires changes in signaling and transcription factors. Based on the overlapping cellular differentiation pathways suggested by the microscopic analyses (Fig. 1) and the similarities in gene expression changes over time (Fig. 2b), we expected largely overlapping patterns in the expression of regulatory genes. Figure 3 (*bottom*), depicting the changes in transcript levels of selected strongly modulated regulatory genes, demonstrates that this is indeed the case—with some noteworthy variation between the two developmental pathways. 

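The sigma factor MSMEG_0574, which directs RNA polymerase to a set of promoters, rose at 1 h by 2.88 (SE 0.24) in SMRC and 2.34 (SE 0.24) in LARC. MSMEG_3008 rose in LARC at 14 d by 3.92 (SE 0.38) and MSMEG_5444 in SMRC by 3.44 (SE 0.31). The TetR-type repressor MSMEG_5332 rose at 1 h by 3.45 (SE 0.35) in SMRC and 4.19 (SE 0.37) in LARC. MSMEG_0051, a WhiB-like iron-sulfur regulator, rose in LARC to 5.85 (SE 0.66) at 14 d.

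Of 24 sigma factor genes, 11 were higher and 2 lower at 14 d in SMRC (camera adjusted p = 0.00434, adjusted p = 0.265 with an estimated correlation). In LARC 15 were higher and 1 lower (camera adjusted p = 0.00107, adjusted p = 0.249 with an estimated correlation). Of 113 TetR family genes 40 were higher and 6 lower at 14 d in LARC (16 and 21 with library size alone). Their camera adjusted p was 0.00124 (adjusted p = 0.264 with an estimated correlation). The response of 13 of them was higher in LARC at 14 d and of none lower (camera adjusted p = 1.61e-06, adjusted p = 0.133 with an estimated correlation).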

The expression of the transcription factor WhiB3 and an ECF-subfamily sigma factor was immediately and profoundly induced (20- to 160-fold, see Additional file 1: Table S1). 

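The redox-sensing regulator gene whiB3 rose at 1 h from 47.6 ± 10.9 to 3230 ± 1540 CPM in SMRC and from 49.6 ± 28.4 to 1810 ± 384 in LARC. The sigma factor gene MSMEG_6817, of the extracytoplasmic function family, rose from 14.5 ± 2.63 to 944 ± 276 and from 16.3 ± 0.993 to 641 ± 85.0.

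The log2 change of whiB3 at 1 h was 6.08 (SE 0.46, edgeR adjusted p = 3.47e-11) in SMRC and 5.19 (SE 0.44, edgeR adjusted p = 3.63e-10) in LARC. For MSMEG_6817 it was 6.02 (SE 0.41, edgeR adjusted p = 3.01e-12) and 5.29 (SE 0.39, edgeR adjusted p = 2.81e-11). At 3 h whiB3 read 4.10 in SMRC and 4.72 in LARC, and MSMEG_6817 read 5.20 and 4.63.

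**Figure D3:**
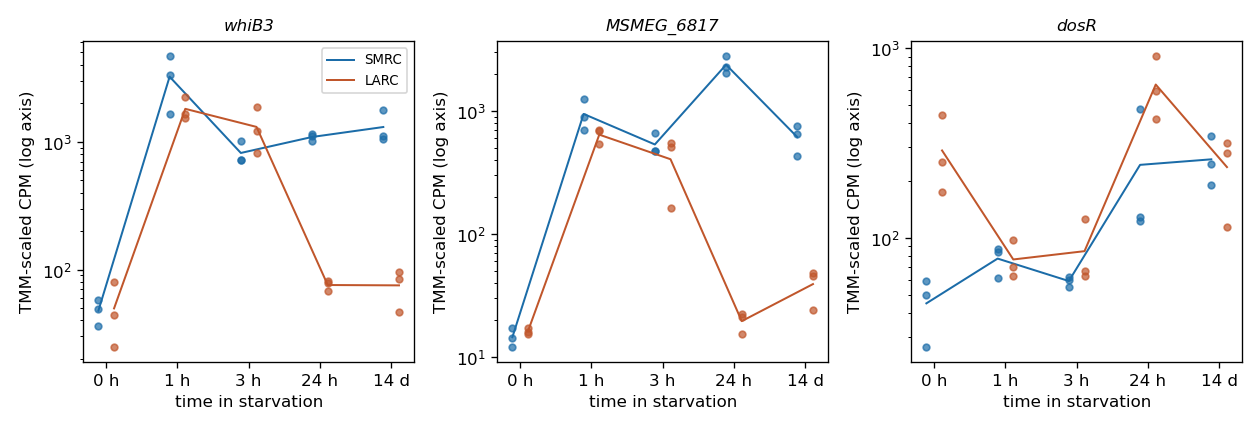
TMM-scaled CPM of whiB3, MSMEG_6817 and dosR in each library over time in SMRC (blue) and LARC (orange). Points are libraries and lines join group means.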

Whereas SMRC/PBS-Tween80 cultures maintained a high transcript level throughout (i.e. until 14 d), the two genes were downregulated from 24 h onwards in LARC/PBS cultures. In contrast, another transcription factor, WhiB4, was strongly induced throughout in LARC/PBS cultures, but more transiently upregulated in SMRC/PBS-Tween80 cultures. 

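Late in starvation whiB3 and MSMEG_6817 stayed high in SMRC. At 14 d whiB3 read 1304 ± 401 CPM in SMRC and 75.1 ± 25.3 in LARC, and MSMEG_6817 read 612 ± 169 and 39.2 ± 13.0. Against log phase whiB3 was higher at 14 d in SMRC by 4.77 (SE 0.44, edgeR adjusted p = 4.11e-10). MSMEG_6817 reached 7.35 (SE 0.43, edgeR adjusted p = 1.24e-13) in SMRC at 24 h.

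In LARC the changes were uncalled: whiB3 read 0.61 at 24 h and at 14 d, and MSMEG_6817 read 0.28 and 1.25. The response of whiB3 differed by -3.90 (SE 0.55, edgeR adjusted p = 6.50e-06) at 24 h and -4.16 (SE 0.56, edgeR adjusted p = 3.80e-06) at 14 d. For MSMEG_6817 the differences were -7.07 (SE 0.53, edgeR adjusted p = 1.63e-10) and -4.15 (SE 0.50, edgeR adjusted p = 7.11e-07).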

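The iron-sulfur regulator gene whiB4, which senses oxygen and nitric oxide, rose at all 4 times in LARC. Its log2 changes there were 2.31 (SE 0.47, edgeR adjusted p = 0.000136), 3.55, 3.14 and 3.53. In SMRC it rose at 3 h (3.33, SE 0.46, edgeR adjusted p = 9.44e-07) and 24 h (2.77). At 1 h and 14 d SMRC read 1.24 and 1.07, both uncalled.

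In SMRC whiB4 went from 13.9 CPM at 0 h to 140 at 3 h and 29.3 at 14 d. In LARC it went from 11.1 to 130 at 3 h and 133 ± 151 at 14 d, and without LARC 14 d replicate 1 its 14 d change was 1.93 (called). The response difference at 14 d was 2.46 (SE 0.65, edgeR adjusted p = 0.0066) and uncalled.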

Other early response transcription factors were a member of the MarR family and WhiB2. These genes were only transiently upregulated during the first 1–3 h in both cultures. 

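The MarR-type regulator MSMEG_1696, of a family that answers drugs and oxidants, rose at 1 h in both series. Its log2 change was 4.21 (SE 0.41, edgeR adjusted p = 2.28e-09) in SMRC and 3.98 (SE 0.41, edgeR adjusted p = 9.93e-09) in LARC. At 3 h it read 60.1 ± 7.55 CPM in LARC (log2 3.20, called) and 8.60 in SMRC (0.54, uncalled). The response difference at 3 h was 2.66 (SE 0.59, edgeR adjusted p = 0.0679) and uncalled.

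The septation regulator gene whiB2 rose at 1 h by 2.34 (SE 0.28, edgeR adjusted p = 8.77e-08) in SMRC and 2.26 in LARC, and at 3 h to 1321 CPM (468 at 0 h) and 2161 CPM (513 at 0 h). At 24 h it read -0.08 in SMRC and 0.61 in LARC, both uncalled. LARC 14 d read 1.15 (SE 0.27, edgeR adjusted p = 0.000676), a call lost without LARC 14 d replicate 2 (edgeR adjusted p = 0.00632).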

Late transcriptional regulators that were only strongly upregulated from 24 h onwards, i.e. after cellular differentiation was largely completed, were also identified. 

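The sigma factor gene MSMEG_1970 and the neighbouring MerR-type regulator MSMEG_1969, which senses a ligand or metal, rose at 24 h and 14 d in both series. MSMEG_1970 went from 24.4 CPM to 1346 ± 291 at 24 h and 2773 ± 145 at 14 d in SMRC, and from 28.2 to 1458 ± 225 and 1519 ± 671 in LARC. At 1 h and 3 h its log2 values lay between -0.14 and 0.22. MSMEG_1969 rose at 24 h by 4.82 (SE 0.29, edgeR adjusted p = 3.04e-13) in SMRC and 4.94 (SE 0.30, edgeR adjusted p = 1.92e-12) in LARC.

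Response regulator gene dosR rose in SMRC at 24 h (2.43, SE 0.47, edgeR adjusted p = 5.53e-05) and at 14 d (2.52). Without SMRC 24 h replicate 2 its 24 h value was 1.48 (edgeR adjusted p = 0.00268). LARC values were -1.91 and -1.76 at 1 h and 3 h, and 1.16 and -0.28 (uncalled) at 24 h and 14 d. Log-phase levels differed: dosR read 44.9 ± 16.7 CPM in SMRC and 288 ± 138 in LARC, a log2 difference of 2.68 (edgeR adjusted p = 0.0146, uncalled). Against all 6 log-phase libraries the calls were lost, with 0.54 at 24 h and 0.64 at 14 d in SMRC and -1.12 and -0.97 at 1 h and 3 h in LARC.

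DosR-linked regions had 24 of 31 genes higher at 24 h and at 14 d in SMRC (medians 5.19 and 6.02). Camera gave these SMRC changes adjusted p = 5.63e-06 (adjusted p = 0.47 with an estimated correlation) and 2.05e-07 (adjusted p = 0.422 in the same way). In LARC 16 were higher at 24 h (median 2.78, camera adjusted p = 0.000701, adjusted p = 0.605 with an estimated correlation) and 6 at 14 d (1 higher and 2 lower with library size alone). These genes stood higher in LARC than in SMRC log phase, which lowers the LARC changes. At 14 d their response difference had a median of -3.95, with 17 genes called lower and a camera adjusted p = 2.32e-15 (adjusted p = 0.439 with an estimated correlation).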

Examples are the dormancy survival response regulator DosR, shown previously to be involved in the survival of oxygen-depletion induced non-replicating cultures [17], another sigma factor and a MerR family regulator (Fig. 3). Another late starvation function appears to be the serine protein kinase gene *pknK*, suggesting a possible role of protein phosphorylation in the adaptation to starvation-induced non-replicating survival. Also shown in Fig. 3, other transcription factors, such as another MerR and a TetR family regulator were profoundly (20- to 50-fold) downregulated upon starvation. 

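The kinase gene pknK, which phosphorylates regulators, rose late in both series. In SMRC it went from 23.4 CPM at 0 h to 93.5 at 3 h, 232 at 24 h and 431 at 14 d. In LARC it went from 43.2 ± 34.1 to 94.4, 444 ± 136 and 178. The log2 changes at 24 h were 3.31 (SE 0.38, edgeR adjusted p = 2.63e-08) in SMRC and 3.35 (SE 0.38, edgeR adjusted p = 3.97e-08) in LARC. In SMRC pknK already rose at 3 h (2.00, SE 0.37, edgeR adjusted p = 4.96e-05), where LARC read 1.12 (uncalled).

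Of 16 serine/threonine protein kinase genes, 6 were higher and 3 lower at 24 h in SMRC and 4 and 1 in LARC (2 and 6 with library size alone). The response of pknK at 14 d differed by -2.17 (SE 0.51, edgeR adjusted p = 0.00246), a call lost without LARC 0 h replicate 2 (-1.30, edgeR adjusted p = 0.0242).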

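The regulator gene MSMEG_2017 fell from 30.3 to 0.877 CPM at 1 h in SMRC and from 50.2 to 1.79 in LARC. Its log2 change was -5.07 (SE 0.48, edgeR adjusted p = 1.36e-09) and -4.76 (SE 0.42, edgeR adjusted p = 5.69e-10). At 14 d it read -2.48 and -3.76.

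The regulator gene MSMEG_0532 fell later in SMRC, reading -0.99 (uncalled) at 1 h and -5.11 (SE 0.49, edgeR adjusted p = 1.93e-09) at 3 h. In LARC it fell by 5.14 (SE 0.48, edgeR adjusted p = 1.04e-09) at 3 h. At 24 h in LARC it had 3 counts against 516 at 0 h, a ratio of 57.2 (95% interval 19.5 to 278, counting error alone).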

Finally, as expected, transcript abundance of the stringent response factor RelA was upregulated under both starvation conditions. 

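The gene relA, whose enzyme makes the starvation alarmone (p)ppGpp, rose at 1 h in both series. CPM went from 241 ± 54.6 to 894 ± 141 in SMRC and from 239 to 865 in LARC. The log2 changes were 1.89 (SE 0.25, edgeR adjusted p = 3.55e-07) and 1.85 (SE 0.25, edgeR adjusted p = 6.35e-07). At 3 h they were 1.54 and 1.99, both called.

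At 24 h relA was higher in LARC (1.48, edgeR adjusted p = 1.42e-05). SMRC read 0.82 at 24 h and 0.45 at 14 d, both uncalled. Response differences were uncalled, at 0.66 at 24 h and 0.93 (edgeR adjusted p = 0.0491) at 14 d.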

Previously it was shown that the stringent response is required for starvation survival in vitro and persistence of *Mycobacterium tuberculosis* in animal models [18–21].

Taken together, the largely similar transcript level changes in PBS- and PBS-Tween80-starved cultures are consistent with the observed similarities in cellular differentiation events and physiological changes of *M. smegmatis* under both starvation conditions [8]. 

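No ATP synthase gene was called for a response difference. Universal stress proteins (14 genes) had 10 higher genes at 14 d in SMRC (median 3.24, camera adjusted p = 0.00124, adjusted p = 0.265 with an estimated correlation) and 6 in LARC. Their response difference had no called gene at 3 h, or 1 lower when adjusted over the list alone (median -0.77, camera adjusted p = 0.029, adjusted p = 0.505 with an estimated correlation) and was uncalled by camera at 24 h. At 14 d it had 6 lower genes (1 higher and 6 lower adjusted over the list alone), with a camera adjusted p = 0.0264 (adjusted p = 0.483 with an estimated correlation). MSMEG_3939, one of these proteins in a DosR-linked region, rose in SMRC to 8.83 (SE 0.88, edgeR adjusted p = 2.13e-09) at 14 d and in LARC to 4.41 (SE 0.72, edgeR adjusted p = 8.95e-06) at 24 h. Both lists stood higher in LARC than in SMRC log phase. The paper relates the similar changes in both series to the cell differentiation and physiology seen earlier under both conditions.

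Of 38 gene lists, camera called 2 up and 7 down at 1 h in SMRC, 4 and 6 at 3 h, 7 and 6 at 24 h, and 7 and 5 at 14 d. In LARC it called 1 and 6, 3 and 7, 5 and 5, and 6 and 6. In the response differences it called 0 and 2, 4 and 4, 3 and 4, and 2 and 9. None of these calls held with an estimated correlation.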

The dynamic transcript level changes of regulator genes suggest the presence of a starvation-induced genetic differentiation program.

## Discussion

Upon starvation, *M. smegmatis* is capable of forming at least two morphologically distinct types of resting cells. Starvation in PBS containing traces of a carbon source triggers the development of mono-nucleoided Small Resting Cells, SMRCs. Starvation in PBS with zero carbon source results in the formation of Large Resting Cells, LARCs, which show internal remodeling to septated multi-nucleoided cells similar to the intermediates observed during SMRC development. Based on these similarities we had previously proposed a model in which nutrient starvation with or without traces of a carbon source triggers a differentiation program that results in the formation of septated multi-nucleoided cells [8]. Under zero nutrient conditions the differentiation process terminates at this stage with the formation of LARCs. In the presence of traces of carbon sources this septated multi-nucleoided cell stage completes cell division and separates into SMRCs (Fig. 4). We have now shown by transcriptional profiling that morphological changes during SMRC and LARC development are generally mirrored by large-scale changes in gene transcription. In particular, early stages of starvation with or without trace carbon result in similar morphological and genetic changes in *M. smegmatis*, while the later stages (24 h and beyond) that are morphologically distinct are also transcriptionally distinct. The formation of LARCs and the septated multi-nucleoided LARC-like intermediates observed during SMRC formation is accompanied by the upregulation of the septum formation functions FtsZ, FtsW, and PbpB, as well as the DNA translocase FtsK. Compaction of chromosomes is accompanied by an increase of the transcript level of the histone binding protein Hlp. Both SMRC and LARC development is accompanied by similar temporal expression patterns of candidate transcriptional regulators. Taken together, the correlated morphological and transcriptional changes strongly suggest that mycobacteria harbor a previously unrecognized differentiation program activated by starvation. We have further identified several potential regulators that may provide further insight into resting cell development.

**Fig. 4:**
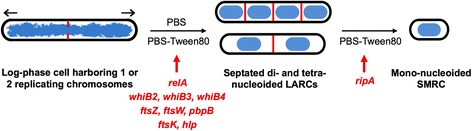
Nutrient-starvation induced differentiation in *M. smegmatis*. Model depicting starvation induced differentiation of log-phase cells into LARCs and SMRCs. Under zero-nutrient starvation (PBS), the development terminates at the septated, multi-nucleoided LARC stage. In the presence of traces of a carbon source (PBS-Tween80), LARCs undergo cell division and separate into SMRCs. Representative genes upregulated early upon starvation are indicated (as shown in Fig. 3). Blue: DNA, red: septa, black: cell envelope. Arrows indicate polar growth of log-phase cells

Transcriptome profiles of nutrient-limited *growing M. smegmatis* in continuous cultures have been studied previously [22, 23]. As reported in those studies [22], we also observed marked adaptations in energy metabolism, including upregulation of glyoxylate shunt pathway (e.g. isocitrate lyase AceA) and activation of alternative hydrogenases (e.g. hydrogenase Hyd2) for energy generation. However, consistent with the fact that the carbon-limited continuous cultures were growing, DNA replication functions (e.g. replication initiation protein DnaA, DNA polymerase subunit DnaN) which were immediately downregulated in our non-growing cultures, showed no significant transcriptional changes in the previously reported nutrient-limited growing cells [22]. Moreover, key genes and potential regulators such as *ftsZ*, *ftsW*, *pbpB*, *ftsK* and *whiB3* that were upregulated dramatically under our starvation conditions, showed no differential expression in continuous, carbon-limited growing cultures. Overall, our data are generally consistent with previously reported transcriptome data for growing nutrient-limited mycobacterial cultures. Additionally, using a batch culture starvation system generating non-growing bacteria, we identified a novel transcriptional differentiation program that governs the recently uncovered starvation-induced morphological differentiation processes, i.e. SMRC and LARC formation.

It is interesting to note that orthologues of some of the genes upregulated during the formation of mycobacterial resting cells are involved in the formation of exospores (another distinct type of resting cell), in *Streptomyces. Streptomyces*, like *Mycobacterium*, belongs to the phylum actinobacteria. The two bacterial groups separated about 1.3 billion years ago [24, 25]. In response to nutrient depletion, *Streptomyces* initiates growth of aerial hyphae. These multi genomic structures septate to form chains of mono-nucleoided pre-spore compartments, and then break up into individual small resting cells called exospores [26]. Two categories of genes, *bld* and *whi*, have been shown to be the key developmental regulators for the exosporulation process [27]. Interaction among Bld proteins, e.g. BldN, BldD, BldH, has been shown to be important in repressing vegetative growth and initiating the formation of aerial mycelium [27–30]; while five central *whi* genes—*whiA*, *whiB*, *whiG*, *whiH* and *whiI*—are critical for early stages of the conversion from aerial hyphae to spores [27, 31, 32]. Besides these central Whi family regulators, additional WhiB-like transcription factors including WhiD and WblA, are required for morphological differentiation in *Streptomyces* for the placement of septa and spore maturation [33, 34]. The majority of the sporulation-specific *Streptomyces* transcriptional regulators have no orthologues in mycobacterial genomes. However interestingly, mycobacterial orthologues of sporulation specific *Streptomyces* WhiB, WhiD and WblA—WhiB2, WhiB3, and WhiB4 [24]—were strongly upregulated during the development of SMRCs/LARCs. Apparent molecular similarities between mycobacterial resting cell formation and *Streptomyces* exospore formation also extend to some of the key functional sporulation genes. The mycobacterial orthologue of the *Streptomyces* DNA translocase FtsK, which mobilizes chromosomal DNA through the closing septum in sporulating aerial hyphae [35], was upregulated during mycobacterial resting cell formation. The mycobacterial orthologue of the *Streptomyces* sporulation-specific DNA-packaging protein HupS [36], Hlp, was also found to be upregulated during LARC/SMRC formation. It is interesting to note that an additional domain in HupS/Hlp, which makes the DNA binding protein unusual compared the canonical HU proteins in bacteria, can only be found in mycelial actinobacteria and *Mycobacterium* spp. [24]. Although SMRC formation in mycobacteria and exospore formation in *Streptomyces* are obviously different processes, the similarities we have observed in the cell biology (formation of septated multi-nucleoided intermediates followed by the separation of mono-nucleoided resting cells) and gene transcription during both differentiation processes may hint at an ancient conserved regulatory program that has diverged to produce the distinct resting cell types, SMRCs/LARCs and exospores in modern actinobacteria.

## Conclusions

Overall, our comparative developmental transcriptome studies suggest that *M. smegmatis* harbors a novel transcriptional differentiation program that governs a starvation induced morphological differentiation process. The identification of a set of differentially expressed regulatory genes provides the basis for a reverse genetic approach for the functional dissection of the regulatory program underlying the development of nutrient starvation induced mycobacterial resting cells.

## Methods

### Bacterial strain and culture conditions

*Mycobacterium smegmatis* mc^2^155 (ATCC 700084) obtained from the American Type Culture Collection (Manassas, Virginia, USA) was cultivated in Middlebrook 7H9 broth supplemented with 0.5 % bovine albumin, 0.2 % glucose, 0.085 % NaCl, 0.5 % glycerol, 0.0003 % catalase and 0.05 % Tween80 at 37 °C with agitation. In nutrient starvation experiments, log-phase cultures with an optical density at 600 nm (OD_600_) of 0.5 were pelleted by centrifugation at 25 °C/3200 rpm for 10 min. The harvested cells were then washed three times with PBS-0.025 % Tween80 or PBS-0.025 % Tyloxapol (PBS, Gibco 14080-055) and diluted in the corresponding starvation media to a final OD_600_ of 0.10–0.15. 100 ml of this suspension was then transferred into a 1 L roller bottle (Corning, COR430195) and starved for 14 days (rolling at 2 rpm, 37 °C).

### FM4-64, DAPI staining and fluorescence microscopy

For membrane and DNA staining, samples collected at different time points were first fixed in 2 % paraformaldehyde in PBS for 30 min, washed with PBS and then stained as previously described [8] with membrane dye FM4-64 (Molecular Probes, T3166) at a 1 μg/ml for 1 h, followed by staining with DAPI (Molecular Probes, D1306) at 10 μg/ml for 10 min. For visualization, dual stained samples were mounted to slides and observed under epifluorescence microscope Olympus BX60 using U-M61002 and U-MWIG filters for DAPI and FM4-64, respectively.

### RNA isolation and preparation

RNA samples from 3 biological replicates were collected for transcriptional profiling at each time point. Briefly, 10 ml of exponentially growing cultures at OD_600_ of 0.5 (t = 0) or 50 ml of starved cultures at 1 h, 3 h, 24 h and 14 days were harvested by centrifugation (25 °C, 3200 rpm, 10 min). The pellet was resuspended in 1 ml of Trizol (Invitrogen). Bacterial cultures in Trizol were then disrupted by bead beating (FastPrep Instrument and BLUE Kit tubes (BIO 101); two cycles of 30 s at maximum speed with cooling on ice between cycles). The samples were centrifuged for 1 min at 4 °C/13,000 rpm and the supernatant was transferred to a new tube containing 200 μl chloroform, mixed and incubated at RT for 5 min. After centrifugation at 4 °C/13,000 rpm for 10 min, RNA was extracted from the aqueous phase with isopropanol according the supplier’s manual followed by a treatment with DNase I, Amplification Grade (Invitrogen) treatment with subsequent ammonium acetate / isopropanol precipitation. Quality and quantity of total RNA were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies) and a NanoDrop 1000 spectrophotometer (Kisker). The Gram-Positive Bacteria Ribo-Zero (Epicentre) rRNA Magnetic Removal Kit was used to remove bacterial rRNA from total RNA preparations.

### RNA sequencing and transcriptome analysis

RNA-seq libraries were prepared according to the TruSeq RNA Sample Preparation v2 Guide (Illumina) without fragmentation and without size selection. Using an Agilent Bioanalyzer high sensitivity DNA kit, we confirmed an average final library size approximately 350 bp rendering fragmentation obsolete. Therefore the library insert fragmentation time at 94 °C was set to 0 min. The quality of the cDNA libraries was assessed using the DNA-1000 kit (Agilent Technologies) on a 2100 Bioanalyzer and quantified with the Qubit 2.0 Fluorometer (Life Technologies). Two libraries of 15 different samples each were indexed, pooled, loaded and clustered onto individual lanes of a Rapid Run flowcell with a cBot instrument (Illumina). In total 30 different samples were analyzed on a Hi-Seq 1500 sequencer (Illumina) using a TruSeq Rapid SBS Kit and 2 × 51 cycles including 7 cycles indexing to obtain 50-bp paired-end reads.

RNA sequencing reads were mapped to the *M. smegmatis* mc^2^155 reference genome (NCBI accession: NC_008596) using BWA (v0.5.9) with default parameters [37]. Sequencing reads mapping to predicted open reading frames (ORFs) were quantified using HTSeq [38] based on the NCBI RefSeq annotation. Sequence counts for annotated ribosomal sequences and the tRNAs were filtered out prior to subsequent analysis. Differential expression analyses were performed in R (version 2.15.1) using the Bioconductor package, edgeR [39], and generalized linear modeling to account for gene expression dependencies on growth condition and on time. Differentially expressed genes were defined as genes with at least 2-fold change between samples, with *P*-value < 0.001 and false detection rate (FDR) value < 0.005. MDS plots were generated using the plotMDS function in R, selecting the 500 genes with the highest variation in expression (based on standard deviations calculated using all samples, including all growth conditions and time points) in the entire data set. COG enrichment analysis was performed using DAVID (v6.7) [40] with default parameters on the top 3000 significantly genes (based on P-value and FDR) among the data sets being compared.

## Additional files

Additional file 1: Table S1. List of *Mycobacterium smegmatis* mc^2^155 genes with statistically significant differential expression (log2 fold change > 1, *p* < 0.001) after starvation in PBS or PBS-Tween80 at 1, 3, 24 h and 14 d. (XLSX 2064 kb)
Additional file 2: Table S2. Functional classification of gene numbers up- and down-regulated during shock starvation in PBS-Tween80. (PDF 762 kb)
Additional file 3: Table S3. Functional classification of gene numbers up- and down-regulated during shock starvation in PBS. (PDF 1796 kb)
Additional file 4: Figure S1. Venn Diagrams showing overlap of significantly differentially expressed genes between SMRCs and LARCs at each time point. Upper diagrams indicate up-regulated genes and lower diagrams indicate down-regulated genes. The numbers of genes in each region of the diagrams are indicated. (PDF 29 kb)

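Genes for elongation factor Tu, AtpA and most ribosomal proteins lie in the overlap of lower genes at 1 h, 3 h and 24 h. Those for whiB3 and MSMEG_6817 leave the overlap of higher genes after 3 h.

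At 1 h 807 genes were higher in both series (208.2 if the calls were independent) and 854 lower (206.4). At 3 h the numbers were 865 (210.5) and 892 (192.7), at 24 h 621 (234.4) and 819 (246.7), and at 14 d 819 (290.1) and 814 (255.4). Opposite calls numbered 9, 0, 35 and 27. The series have separate log-phase libraries, so these overlaps share no control.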

Additional file 5: Figure S2. Venn Diagrams showing overlap of significantly differentially expressed genes among the four time points (1 h, 3 h, 24 h, 14 d) during SMRC and LARC development respectively. Upper diagrams indicate up-regulated genes and lower diagrams indicate down-regulated genes. The numbers of genes in each region of the diagrams are indicated. (PDF 322 kb)

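The nitrite reductase gene nirB, which reduces nitrite for assimilation, was higher at all 4 times in SMRC, and aceA at all 4 times in LARC. Without LARC 0 h replicate 1 the 14 d call of aceA was lost (edgeR adjusted p = 0.00288).

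Called higher at all 4 times were 273 genes in SMRC and 224 in LARC, and lower at all 4 times 327 and 467. Between 1 h and 3 h 692 SMRC genes were higher at both (214.6 if independent) and 739 lower (198.2). In LARC the numbers were 755 (204.3) and 832 (200.7). Between 1 h and 14 d 378 SMRC genes were higher at both (261.7), 458 lower (234.8) and 248 opposite. In LARC they were 329 (230.8), 567 (224.5) and 214.

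The changes correlated between 1 h and 3 h with r = 0.757 in SMRC and 0.837 in LARC, and between 1 h and 14 d with 0.346 and 0.306. Times of a series share 3 log-phase libraries, and simulated data without change gave r = 0.50 in SMRC and 0.503 in LARC. The covariance between 1 h and 3 h was 1.90 in SMRC (0.0603 simulated) and 2.05 in LARC (0.0652 simulated). Between 1 h and 14 d it was 0.989 in SMRC and 0.788 in LARC, also above the simulated values. From 1 h to 3 h directly, 596 genes were higher and 547 lower in SMRC, and 383 and 246 in LARC. The SMRC total of 1143 fell to 699 in a fit of the groups compared alone. The LARC total of 629 fell to 376 without LARC 1 h replicate 1. Higher genes were 52.1% in SMRC (80.1% with library size alone) and 60.9% in LARC (49.1%).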

## Abbreviations

COG: Clusters of orthologous groups
LARC: Large resting cell
MDS: Multidimensional scaling
OD: Optical density
PBS: Phosphate buffered saline
SMRC: Small resting cell

# Supplementary material for: Developmental transcriptome of resting cell formation in Mycobacterium smegmatis
**Source:** BMC Genomics. 2016 Oct 26;17:837. doi: 10.1186/s12864-016-3190-4
**Supplement:** Additional file 2: Table S2. — Functional classification of gene numbers up- and down-regulated during shock starvation in PBS-Tween80.

Table S2 Functional classification of gene numbers up- and down-regulated during gentle starvation in PBS-Tween80

Functional classification ^a	No. of genes ^b								
	Total	1h		3h		24h		14d	
		Up	Down	Up	Down	Up	Down	Up	Down
Whole genome	6716	1185	1236	1212	1206	1509	1563	1476	1432
Energy production and conversion	510	65	76	71	88	98	77	108	84
Amino Acid metabolism and transport	500	107	71	117	82	106	85	97	72
Nucleotide metabolism and transport	103	26	27	21	16	16	29	14	22
Carbohydrate metabolism and transport	434	46	88	76	62	54	53	66	59
Coenzyme metabolism and transport	212	25	42	18	50	22	59	34	44
Lipid metabolism and transport	505	38	82	34	76	57	72	69	66
Inorganic ion transport and metabolism	282	34	55	35	53	48	49	54	65
Secondary metabolites biosynthesis, transport, catabolism	408	38	62	49	64	68	46	60	55
RNA processing and modification	18	4	0	5	2	4	2	2	2
Chromatin structure and dynamics	1	1	0	0	0	0	0	0	0
Translation, ribosomal structure and biogenesis	185	9	92	12	97	11	99	11	39
Transcription	600	113	51	97	48	79	42	95	51
Replication and repair	210	23	32	22	44	16	29	9	41
Cell cycle control, cell division, chromosome partitioning	30	6	6	7	2	1	5	0	4
Cell wall/membrane/envelop biogenesis	179	21	27	24	21	27	32	18	36
Protein export	10	0	1	1	1	2	1	1	1
Posttranslational modification, protein turnover, chaperones	139	23	21	16	23	16	30	18	29
Signal transduction mechanisms	187	37	15	55	10	54	11	50	19
Intracellular trafficking and secretion	28	3	7	2	7	1	9	1	5
Defense mechanisms	53	9	6	7	7	6	10	8	13
General functional prediction only	858	106	117	109	130	100	126	99	127
Function unknown	408	69	46	64	53	44	57	38	70
Not in COGs	856	300	181	269	185	290	176	263	198

^a According to COG (clusters of orthologous groups) from NCBI NC_008596.

^b Number of genes showing significant expression changes (>2-fold up- or down-regulation and a *P*-value<0.001 and false detection rate<0.005).

# Supplementary material for: Developmental transcriptome of resting cell formation in Mycobacterium smegmatis
**Source:** BMC Genomics. 2016 Oct 26;17:837. doi: 10.1186/s12864-016-3190-4

## SMRCs up-regulated transcripts (2703 / 6716)

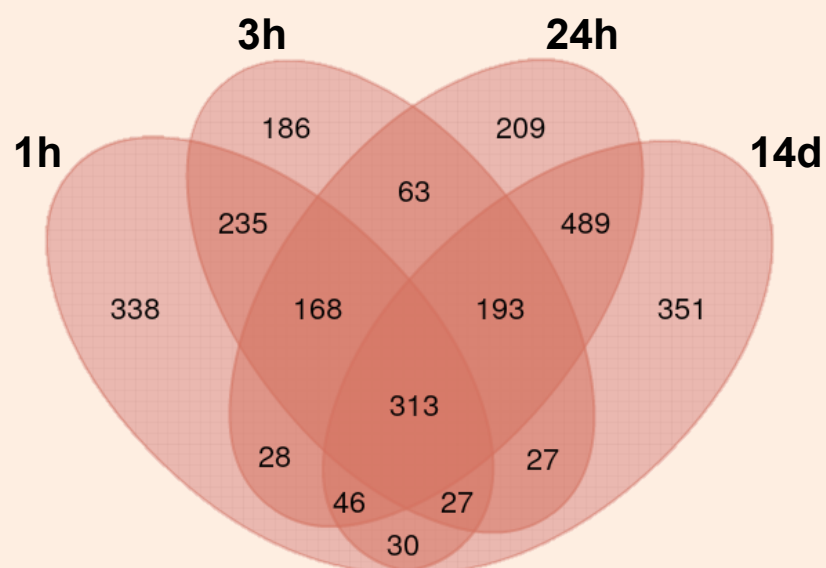

## SMRCs down-regulated transcripts (2532 / 6716)

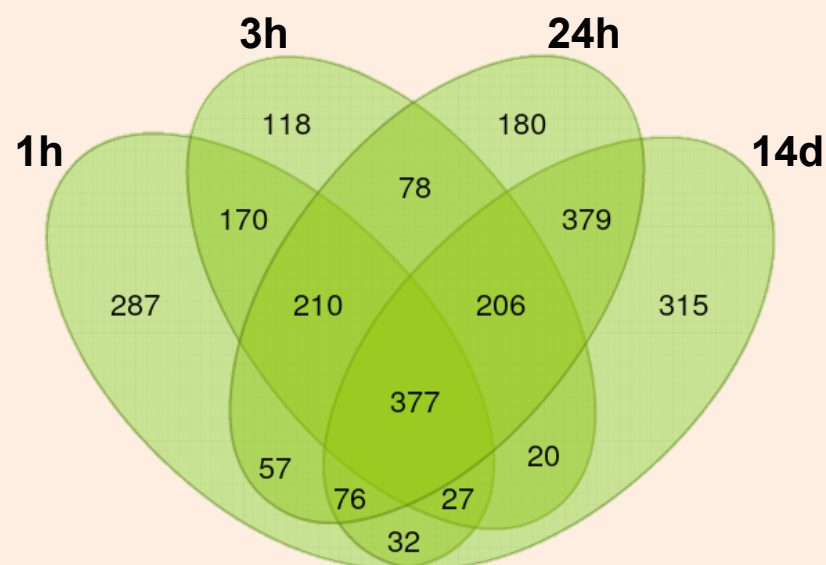

## LARCs up-regulated transcripts (2180 / 6716)

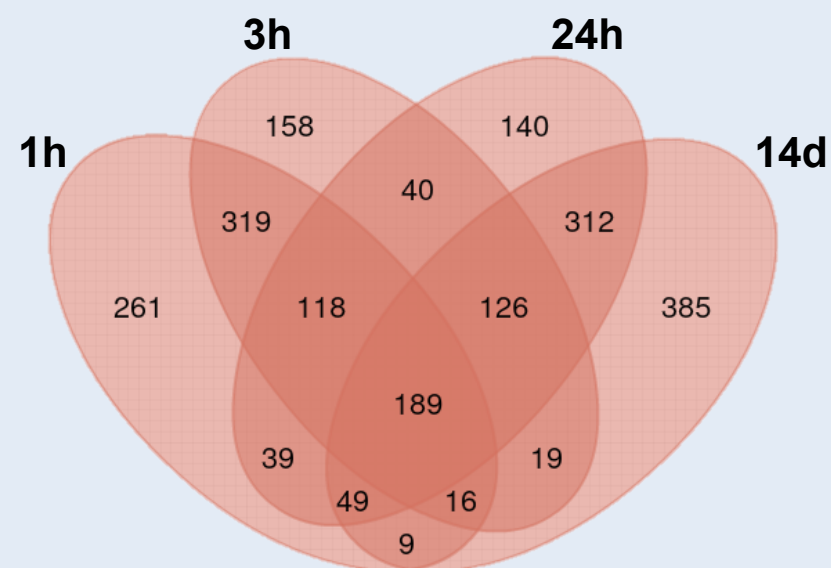

## LARCs down-regulated transcripts (1983 / 6716)

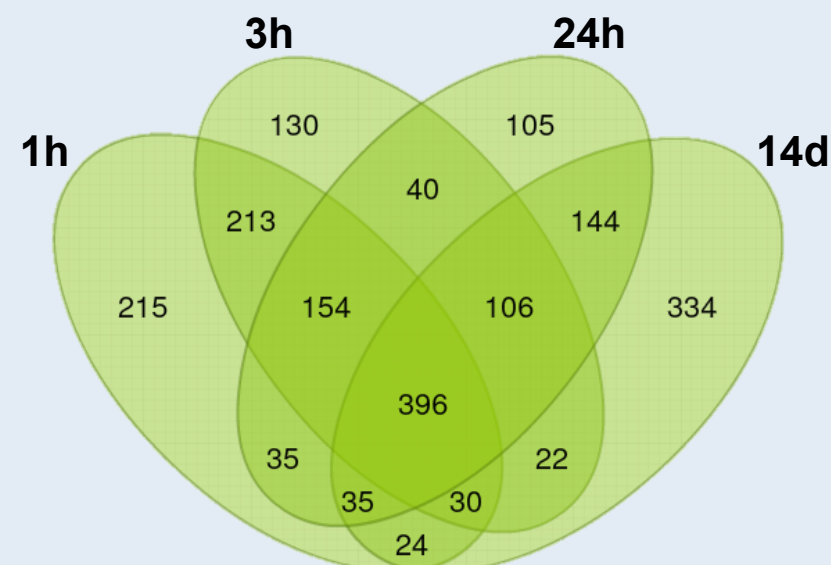

**Supplement:** Additional file 5: Figure S2. — Venn Diagrams showing overlap of significantly differentially expressed genes among the four time points (1 h, 3 h, 24 h, 14 d) during SMRC and LARC development respectively. Upper diagrams indicate up-regulated genes and lower diagrams indicate down-regulated genes. The numbers of genes in each region of the diagrams are indicated.

How the deposited data were processed for this re-analysis (not part of the article)

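RNA of 30 *M. smegmatis* samples was sequenced: 3 biological replicates at each of 0 h, 1 h, 3 h, 24 h and 14 d in the SMRC series and in the LARC series. The paper does not say whether times of a series share source cultures. The authors made the deposited counts by mapping reads to the mc²155 reference genome with BWA 0.5.9 at default settings and counting them over genes of the RefSeq annotation with HTSeq. The HTSeq version and strand setting are not stated in the paper, its supplements or the sample labels, and neither is the assignment of samples to lanes. The authors left rRNA and tRNA genes out and fitted a generalized linear model in edgeR under R 2.15.1, which gave the deposited log2 changes against 0 h. Their deposited p-values and FDR values come from the same edgeR model. The authors called a gene at 2-fold or more with P < 0.001 and FDR < 0.005. The normalised counts the authors deposited were not used.

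The raw counts hold 6938 loci. Locus tags matched the reference for 6566 of them, 6717 carry a product name and 608 a symbol. All 53 rRNA and tRNA genes were left out, which held 0.994% to 17.3% of the gene counts of a library. The 6 summary lines of the counter stayed out of library sizes and tests. Reads in no gene were 47.8% to 73.0% of the aligned reads, ambiguous reads 0.936% to 4.92%, and unaligned reads 1.40% to 32.2% (median 1.82%). Unaligned reads exceeded 5% in 5 libraries: replicate 3 of SMRC 1 h, 3 h, 24 h and 14 d and of LARC 14 d. Remaining gene counts per library ran from 1186301 to 3734312 (median 2647921). Some 169 genes share an identical protein with another gene, so reads can be shared between them.

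Counts were scaled with TMM and filtered with filterByExpr (minimum count 10, minimum total 15), which kept 6525 genes. All 30 libraries entered 1 edgeR quasi-likelihood fit with 10 groups (edgeR 4.0.16, limma 3.58.1, R 4.3.3, Python 3.11.15). From it came 21 comparisons: 8 of starved cells with the log phase of their series, 4 response differences (LARC change minus SMRC change), 4 between times of a series, 4 between the series at a time, and 1 between the log phases. P-values were adjusted within each comparison by Benjamini-Hochberg. CPM values are TMM-scaled means with the SD over 3 libraries, and SE is that of the log2 change from the fit. A fold against a group with 1 to 3 counts in sum is given with a 95% interval of counting error, and against 0 counts as a lower bound with a floor of 3 counts.

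Of 40 gene lists fixed before the data were examined, 38 had at least 2 tested members and entered camera with an inter-gene correlation of 0.01, and again with an estimated correlation. Tests numbered 304 against log phase, 152 of response differences and 342 of direct comparisons, each set adjusted together. Multidimensional scaling used plotMDS with the 500 genes of largest SD and a prior count of 2.

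Genes are named by a rule set before the data were examined. It takes the 31 genes of Fig. 3 and the genes the text names. For each comparison with log phase and each response difference it takes the 5 largest rises and 5 largest falls among called genes with a mean of at least 20 CPM in the higher group. Against log phase the 3 libraries of these genes must also lie on one side of the 3 log-phase libraries. From a gene list it takes 2 to 4 members with the largest change. Some values of the supplementary table and the colours of Fig. 3 had been seen by then. The transfer-messenger RNA and the tested members of the nucleoid and glyoxylate lists were named after their values were seen where they fall outside this rule.

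The fit was tested on simulated data with 200 changed genes among 6525. The changed genes were drawn from those at 20 CPM or more in log phase, so the rates do not cover genes below that level. At 1 h in SMRC it called 34% of genes with a 2-fold change, 90% with 3-fold and 100% with 8-fold, and in LARC 14 d 26%, 80% and 100%. At most 1 of 6325 unchanged genes was called. All other genes kept log-phase proportions, so this does not cover libraries in which many genes change or the transfer-messenger RNA takes a larger share. The alternatives were other scalings (DESeq2 size factors, upper quartile, library size alone), other filters, the likelihood ratio test of edgeR, DESeq2 1.42.0, smaller fits, a replicate block, all 6 log-phase libraries as the baseline, each library left out in turn, and FDR < 0.05 with no minimum fold. After the data were seen came 3 more: without the 5 libraries above, every library thinned to 1186301 gene counts, and without the transfer-messenger RNA.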

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

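The comparison of log-phase counts with 24 h counts, and the spread of the share along the early course, were chosen only after their results were seen. The thinned libraries were chosen after the gene totals were seen, with the predictions for them written before that fit, and the other tests were set before their results. Values are response differences on the log2 scale (LARC minus SMRC) unless said otherwise, and each stands here because the groups differ.

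More genes differed in response between LARC and SMRC at 24 h (897) and 14 d (674, or 273 without the 5 libraries with over 5% unaligned reads) than at 1 h (99). Thinning every library to the lowest gene total left 10.1 times as many calls at 24 h as at 1 h. It lowered the calls at 24 h to 607. Lower totals cost calls, so this test cannot weigh the gene total as a cause of more calls. The lowest ratio of 24 h to 1 h calls under 3 other scalings was 8.72, which argues against scaling. Genes called between the log phases were at most 1.18% (likelihood ratio test or DESeq2) of those called between the series at 24 h, and DosR-linked and universal stress genes stood higher in LARC log phase. A difference of cultures or lanes present before starvation is therefore left open beside the design's own factors, detergent and time.

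Many genes differed between LARC 24 h and LARC 14 d. With 1 library left out the lowest count was 0.749 of the full one, so no single library carries the pattern. With thinned libraries the count was 0.874 of the full one. Lower gene totals cost calls, so that test cannot weigh them as a cause. Log2 change and gene length correlated with a Spearman coefficient of -0.00852 over the 95.6% of genes with a length, which argues against a length bias. Time in starvation is the design's own factor.

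Direct comparison of the series called 419 genes at 1 h and 42 at 3 h. This is a pattern of calls and does not show that the series hardly differed at 3 h. At unadjusted p < 0.05 in edgeR's quasi-likelihood test there were 2000 genes at 1 h and 1208 at 3 h. Over the 500 genes the series lay 1.36 ± 0.114 apart at 1 h and 1.202 ± 0.249 at 3 h. If LARC cells were further along at 1 h, most differing genes would lie in the direction of the early course, and 50.4% did along the mean course of both series. With 1 library left out this share ran from 45.1% to 63.9%, past the bound set before the test, so this explanation is left open (75.7% and 26.0% along the SMRC or LARC course alone, which share libraries with the comparison). Thinned libraries gave 10.9 times as many genes at 1 h as at 3 h, which argues against the gene total. With 1 library left out the lowest count at 1 h was 0.456 of the full one, so a single library cannot be excluded as part of it.

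Regrouping the libraries at random tests whether chance can be excluded. For each comparison of starved cells with log phase, and for each direct comparison other than that of the log phases, only the real grouping of 10 called as many genes (1 of 10 splits). The highest other count was 15 (LARC 14 d against log phase), and 10 splits are too few for a share under 0.05. Between the log phases all 10 splits called as many as the real 0, with 23 as the highest other. For the response differences 2 of 25 splits called as many at 1 h (highest other 103), 25 at 3 h (8), 4 at 24 h (1448) and 5 at 14 d (789). At 1 h, 24 h and 14 d the splits among these other than the real one (1, 3 and 4) kept the starved libraries in their real groups. By the rule set before the test, a share of at least 0.05 goes with chance, and the shares at these times are above it. Chance is thus not excluded for them. The other splits regrouped log-phase libraries alone and keep the starved difference, so the share cannot decide on chance. At 3 h the real count of 0 fixed the outcome. Splits that regrouped starved libraries (22 at 1 h and at 3 h, 19 at 24 h and at 14 d) called at most 1 gene. They mix SMRC and LARC libraries within a group, which widens its spread, so these low counts do not weigh against chance.

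Among the genes of Fig. 3, tuf differed at 14 d by -3.03, rpoA by -3.51, dosR by -2.81 and pknK by -2.17. Higher in LARC were ftsW (1.89 at 14 d), pbpB (1.38 at 24 h, 2.93 at 14 d), ftsK (2.52 and 2.89) and MSMEG_5907 (2.78 at 24 h). The value of hlp at 24 h was -1.47. For whiB3 the values were -3.90 at 24 h and -4.16 at 14 d, and for MSMEG_6817 -7.07 and -4.15. Calls of tuf, rpoA and pknK were lost in a fit of the groups compared alone, that of ftsW without LARC 14 d replicate 2, that of hlp without SMRC 24 h replicate 3, and that of dosR without SMRC 0 h replicate 1. The dosR value goes with the log-phase levels, which stood 2.68 higher in LARC (uncalled), while LARC 14 d and SMRC 14 d differed by -0.13 (uncalled).

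At 1 h the values were 5.42 for MSMEG_6242 (alcohol dehydrogenase), 5.36 for MSMEG_6241 (ATPase), 5.00 for MSMEG_6759 (glycerol kinase), 4.99 for MSMEG_4661 (sugar kinase) and 4.99 for MSMEG_6240. Lower were MSMEG_0103 (transporter, -4.24), MSMEG_0171 (histone deacetylase family, -3.35), MSMEG_1293 (xanthine/uracil permease family, -3.16), MSMEG_3997 (regulator, -3.07) and MSMEG_0172 (transmembrane protein, -3.02). At 24 h they were 5.70 for pcaD, 4.79 for MSMEG_6761 (glycerol-3-phosphate dehydrogenase), 4.64 for MSMEG_5568, 4.33 for MSMEG_4027 (alcohol dehydrogenase) and 4.32 for MSMEG_1738. Lower at 24 h were MSMEG_2979 (ABC transporter, -9.39) and MSMEG_1082 (response regulator, -9.26). The lowest group of pcaD and of MSMEG_2979 held 4 counts in sum, so their values are loose (SE 1.26 and 1.13).

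At 14 d MSMEG_2194 (9.09), MSMEG_2193 (8.63), MSMEG_3428 (7.39), MSMEG_2195 (6.22) and MSMEG_1326 (5.32) responded higher in LARC. Lower were MSMEG_1082 (-8.43), MSMEG_2980 (-8.22), MSMEG_2522 (efflux transporter, -8.17), MSMEG_2524 (-7.89) and nirB (nitrite reductase, -7.83).

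Camera called 2 lists for a response difference at 1 h and 8 at 3 h, so lists do not follow the rise in called genes from 3 h to 24 h. At 24 h camera called 7, with adjusted p = 0.0057 for the hydrogenase 2 region, 0.029 for the TetR family, 1.93e-11 for nitrogen assimilation, 0.00433 for amino acid permeases, 0.00105 for DosR-linked regions, 0.0264 for Mce proteins and 0.0358 for cell division. At 14 d camera called 11 lists, with adjusted p = 1.05e-14 for ribosomal proteins, 1.61e-06 for the TetR family, 0.0264 for universal stress proteins, 2.32e-15 for DosR-linked regions, 1.00e-08 for nitrogen assimilation and 0.017 for amino acid permeases. The other 5 at 14 d had camera adjusted p = 0.0264 (translation factors), 0.0111 (RNA polymerase core), 0.0144 (cell division), 0.00282 (cytochrome bcc-aa3) and 0.0144 (hydrogenase 1). None held with an estimated correlation, and the DosR-linked and universal stress genes already stood higher in LARC log phase.

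Other signals are not described in the paper's text, and the supplementary table of changed genes was held in part only. The transfer-messenger RNA held 46.1% of the gene counts in LARC at 14 d. Against log phase MSMEG_2194 changed by 10.21, MSMEG_2193 by 9.17 and MSMEG_2195 by 5.43 in LARC at 14 d, MSMEG_6759 by -8.04 in SMRC at 14 d, and MSMEG_1082 by 9.34 in SMRC at 1 h. Higher than log phase were 14 genes of NADH dehydrogenase I in LARC at 24 h, 7 of carbon monoxide dehydrogenase in LARC at 14 d and 13 of nitrogen assimilation in SMRC at 1 h.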

How the results depend on the processing

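The fits without 5 libraries (over 5% unaligned reads), with thinned libraries and without the transfer-messenger RNA were chosen only after the results were seen, and all other alternatives before the data were examined. The headline values each setting was run on all stayed within 1.5 times with size factors (42 values), upper-quartile scaling (28) and no filter (40). They also did with all 6 log-phase libraries (15), a replicate block (40) and without the transfer-messenger RNA (28). The split into higher and lower genes was not among these values. With upper-quartile scaling higher genes went from 48.1% to 55.0% of the calls (LARC 24 h) and from 50.9% to 46.6% (SMRC 1 h). The replicate numbers were not taken as pairs: 13 of 60 same-numbered pairs correlated over 0.1, and 24 of 60 comparisons put a library nearest to its own number. Each library had 3 to choose from. Among the starved SMRC groups 13 of 18 did, and replicate 3 of each of these groups had over 5% unaligned reads. This is a hint of pairing from the data and not the design. The block moved none of its values beyond 1.5 times. FDR < 0.05 with no minimum fold, which asks less, called 3906, 3739 and 4095 genes (SMRC 1 h, 3 h, 14 d) and 3633, 3937, 3646 and 4094 (LARC, 1 h to 14 d) against log phase. It called 367, 3, 1868 and 1573 response differences, 2403 and 2458 in SMRC (3 h to 1 h, 14 d to 24 h), 1678 and 2043 in LARC, 19 between log phases, and 1118, 190, 2955 and 2504 between the series. In both series the same way it called 2862, 3134, 2555 and 2841. The cause of the following moves was not tested. Fits of the groups compared alone called 1510 (LARC 3 h), 1614 (LARC 14 d), 39 and 285 (response at 1 h and 14 d), 699 (SMRC 3 h to 1 h), and 248 and 0 between the series at 1 h and 3 h. The likelihood ratio test called 181 and 8 (response at 1 h and 3 h), 19 (log phases) and 80 (between the series at 3 h), and DESeq2 192, 6, 19 and 77. The fit of the 15 LARC libraries called 381 (LARC 3 h to 1 h), and a mean count of 50 gave 18 between the series at 3 h. Without the 5 libraries the counts were 57 and 273 (response at 1 h and 14 d), 740 and 674 (SMRC 3 h to 1 h, 14 d to 24 h), 640 (LARC 14 d to 24 h), and 238, 0 and 646 between the series at 1 h, 3 h and 14 d. Thinned libraries gave 60 response differences at 1 h. Leaving out each library gave 54 to 153 and 0 to 2 (response at 1 h and 3 h), 376 to 598 (LARC 3 h to 1 h), 0 to 3 (log phases), and 191 to 414 and 2 to 41 between the series at 1 h and 3 h. Lists called with an estimated correlation were 0 in all 12 comparisons. Dimensions 1 and 2 held 82.5% with 100 genes, 67.4% with 1000, 59.7% with all, 57.7% with pairwise selection, 68.8% with a prior count of 0.5 and 67.2% with library size alone (69.4% to 71.1% without 1 library). The distance between LARC 24 h and LARC 14 d over that between log-phase replicates was 2.11, 1.88 with library size alone and 1.89 to 2.44 without 1 library. One named value reversed: whiB4 in LARC 14 d against LARC 24 h, -1.17 without LARC 14 d replicate 1 (0.38 with all libraries, 0.82 without replicate 2). Under this calling rule and depth, 20% to 34% of simulated 2-fold changes were called in comparisons of 2 groups, among genes at 20 CPM or more in log phase.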

Differences from the paper's values

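No test in this part was chosen after its result was seen, except the thinned libraries named once.

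The paper gives falls of 20- to 50-fold for MSMEG_2017 and MSMEG_0532 and does not say which times or series its ends stand for. Here the smallest of the 4 largest falls, by gene and series, was 33.5-fold, inside the paper's range but over 1.5 times its lower end, and the greatest was 54.0-fold. At single times MSMEG_2017 fell 27.0-fold in LARC at 1 h and 17.2-fold in SMRC at 3 h, near that end. Among the alternatives set before the data were examined the smallest came within 1.5 times of the lower end only without SMRC 1 h replicate 3 (28.8). It was also over 1.5 times that end with size factors (33.0), upper-quartile scaling (35.6), library size alone (58.6), no filter (33.4), the likelihood ratio test (33.5), DESeq2 (34.6), the fit of 15 libraries (35.5), the groups compared alone (34.3), a replicate block (33.9) and all 6 log-phase libraries (36.9). Leaving out any other library gave 31.2 to 39.3.

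The log2 changes correlated with those the authors deposited at 0.9989 (LARC 14 d) or more in all 8 comparisons with log phase, over 6362 genes. No gene was called in opposite directions. Over these genes 2666 were called here and 2181 by the authors in LARC at 14 d, and 2549 and 2885 in SMRC. At 3 h the numbers were 2372 and 2073 in LARC, and 2120 and 2413 in SMRC. Which series had more calls at these times was thus reversed. Fits of the 15 libraries of each series gave the authors' order, with 2510 (LARC) and 2675 (SMRC) at 14 d, and 2144 and 2266 at 3 h.

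The share of genes that edgeR called at some time, in either direction and with the paper's thresholds, was 71.8% in SMRC and 66.8% in LARC, above the fraction the paper's text gives. At single times it was 33.2% to 43.8%. Per direction it was 41.1% higher and 36.0% lower in SMRC and 38.2% and 33.0% in LARC, and the paper's own counts per direction lie within 1.5 times of those here. It places LARC 24 h and LARC 14 d as near each other as log-phase replicates through dimension 5. Here they lay 1.78 apart over dimensions 1 to 5, log-phase replicates 0.687 (LARC) and 0.455 (SMRC), and edgeR called 972 genes between them. It puts nearly all variance in the first 5 dimensions, which held 91.0% here (95.0% with 100 genes). From its scaling plot the paper describes a small SMRC shift from 24 h to 14 d, and no appreciable change after 24 h. By gene calls, another measure, edgeR called 1157 genes between SMRC 24 h and SMRC 14 d. Without the 5 libraries with over 5% unaligned reads the calls between 24 h and 14 d were 674 in SMRC and 640 in LARC.

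The paper has ftsZ, ftsW and pbpB up during the first 3 h. In SMRC ftsZ and pbpB were called at 1 h and 3 h and ftsW at 3 h (0.01 at 1 h). In LARC pbpB and ftsW were called at 3 h, while ftsZ read 0.73 and 1.02. At 3 h size factors (1.01), the likelihood ratio test (1.02), DESeq2 (1.01) and all 6 log-phase libraries (1.16) called ftsZ.

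The paper has aceA up in both series. LARC was called at all 4 times and SMRC at 1 h alone. The likelihood ratio test, DESeq2 and all 6 log-phase libraries called aceA in SMRC at 3 h, 24 h and 14 d. Upper-quartile scaling, a mean count of 50 and the thinned libraries, an alternative chosen after seeing the values, called it at 24 h, and the replicate block at 14 d.

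The paper has transcripts for enzymes of fatty acid breakdown more strongly up in LARC. The response of MSMEG_5907 was higher at 24 h, while that of MSMEG_1388 was uncalled (0.96 at 24 h, 1.44 at 14 d).

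The paper has whiB3 and MSMEG_6817 turned down in LARC from 24 h. They were lower there than at 3 h, and near log phase rather than below it (0.61 and 0.28 at 24 h). Upper-quartile scaling, a mean count of 50, the likelihood ratio test, DESeq2 and all 6 log-phase libraries called MSMEG_6817 higher in LARC at 14 d.

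The paper has whiB4 more transient in SMRC. Its SMRC value was called at 3 h and 24 h, and the response difference at 14 d (2.46) was uncalled, but called with upper-quartile scaling, the likelihood ratio test and DESeq2. At 1 h in SMRC fits of 15 libraries (1.16) and of the groups compared alone (1.23) called whiB4.

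The paper has MSMEG_1696 and whiB2 up at 1 h and 3 h and not later. MSMEG_1696 was uncalled in SMRC at 3 h (0.54), and whiB2 was called in LARC at 14 d (1.15).

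The paper names dosR among the regulators up from 24 h. It was called in SMRC at 24 h and 14 d, and read 1.16 and -0.28 in LARC. Its log-phase level stood higher in LARC (uncalled), which lowers the LARC changes. Against all 6 log-phase libraries the SMRC calls were lost. These values thus do not show that dosR was lower in LARC than in SMRC late in starvation. The paper has relA up in both series, and in SMRC it was uncalled at 24 h (0.82) and 14 d (0.45) after its early rise. MSMEG_0532 was uncalled in SMRC at 1 h (-0.99), but called with library size alone (-1.96) and all 6 log-phase libraries (-1.26).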

Other observations

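No test in this part was chosen after its result was seen.

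Aminoacyl-tRNA synthetases, which load amino acids onto tRNA, fell as a group. Of 22 genes, 11 were lower at 1 h in SMRC (camera adjusted p = 0.000719, adjusted p = 0.422 with an estimated correlation) and 20 at 24 h (camera adjusted p = 3.83e-08, adjusted p = 0.265 with an estimated correlation). In LARC 16 were lower at 24 h (camera adjusted p = 3.42e-06, adjusted p = 0.32 with an estimated correlation). RNA polymerase core genes fell at 1 h, 4 of 4 in SMRC (camera adjusted p = 0.00216, adjusted p = 0.265 with an estimated correlation) and in LARC (camera adjusted p = 0.00156, adjusted p = 0.265 with an estimated correlation). In SMRC rpoB (beta subunit) fell by 2.89 at 1 h and stood 2.37 above log phase at 14 d.

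Chaperonin groES, which closes the protein-folding cage, fell by 6.23 on the log2 scale in LARC at 24 h. The ABC transporter gene MSMEG_1711 rose in LARC by 9.98 at 3 h and 9.52 at 24 h. Genes of the hydrogenase 2 neighbourhood reached 10.40 (MSMEG_2718) and 9.31 (MSMEG_2716) in SMRC at 14 d.

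Several genes were absent from 1 of the groups compared. MSMEG_1083 had no counts in LARC log phase and stood at least 389-fold higher at 1 h and at least 666-fold higher at 3 h. MSMEG_4634 had 0 counts in LARC at 24 h and 565 in SMRC, at least 91.9-fold lower.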
